# Root Transcriptomic Analysis Revealing the Importance of Energy Metabolism to the Development of Deep Roots in Rice (*Oryza sativa* L.)

**DOI:** 10.3389/fpls.2017.01314

**Published:** 2017-07-26

**Authors:** Qiaojun Lou, Liang Chen, Hanwei Mei, Kai Xu, Haibin Wei, Fangjun Feng, Tiemei Li, Xiaomeng Pang, Caiping Shi, Lijun Luo, Yang Zhong

**Keywords:** deep rooting, energy metabolism, *Oryza sativa* (rice), QTT (quantitative trait transcripts), RDR (ratio of deep roots), transcriptome, WGCNA (weighted gene co-expression network analysis)

## Abstract

Drought is the most serious abiotic stress limiting rice production, and deep root is the key contributor to drought avoidance. However, the genetic mechanism regulating the development of deep roots is largely unknown. In this study, the transcriptomes of 74 root samples from 37 rice varieties, representing the extreme genotypes of shallow or deep rooting, were surveyed by RNA-seq. The 13,242 differentially expressed genes (DEGs) between deep rooting and shallow rooting varieties (H vs. L) were enriched in the pathway of genetic information processing and metabolism, while the 1,052 DEGs between the deep roots and shallow roots from each of the plants (D vs. S) were significantly enriched in metabolic pathways especially energy metabolism. Ten quantitative trait transcripts (QTTs) were identified and some were involved in energy metabolism. Forty-nine candidate DEGs were confirmed by qRT-PCR and microarray. Through weighted gene co-expression network analysis (WGCNA), we found 18 hub genes. Surprisingly, all these hub genes expressed higher in deep roots than in shallow roots, furthermore half of them functioned in energy metabolism. We also estimated that the ATP production in the deep roots was faster than shallow roots. Our results provided a lot of reliable candidate genes to improve deep rooting, and firstly highlight the importance of energy metabolism to the development of deep roots.

## Introduction

Drought stress is one of the most pressing issues inhibiting global agriculture today (Osakabe et al., 2014). But with the growing of world's population, more food must be produced with less fresh water (Fu et al., 2007; Zhang, 2007). Rice (*Oryza sativa* L.) is the main food for more than half of the world's population. Water deficit may reduce rice production seriously and threaten world food security (Serraj et al., 2009; Luo, 2010; Ahmadi et al., 2014). So, there is an urgent need to understand the underlying physiological and molecular mechanisms of drought resistance to sustain rice production in water-limiting areas (Nguyen et al., 1997; Lanceras et al., 2004; Rabello et al., 2008; Bernier et al., 2009; Serraj et al., 2011). As the main organ to uptake water in soil, root is the key contributor of plants' drought resistance (Kato et al., 2006; Henry et al., 2012). Therefore, recently root has become a hot area of research to improve drought resistance (Coudert et al., 2014).

Deep roots play important role in enhancing plants drought resistance, and it is an important component of roots architecture. According to the research of Uga (Uga et al., 2009; Uga, 2012), the roots distributing at 50–90° with the horizontal are recognized to be deep roots. The deep rooting varieties like upland rice usually have better drought resistance than shallow rooting varieties (Uga et al., 2013a; Lou et al., 2015). Over the course of evolution, the upland rice evolved a lot of adaptive mechanisms to cope with the environmental lack of water, like the feature of deep rooting possessing more and longer roots in deep soil (Kondo et al., 2003; Ding et al., 2011). Increasing deep roots ratio is a promising strategy to improving the drought resistance in rice. In recent years, progress has been made in detecting large effect quantitative trait loci (QTL) conferring the ratio of deep roots (RDR) in rice (Uga et al., 2011, 2012, 2013a,b, 2015; Kitomi et al., 2015; Lou et al., 2015). But, the knowledge about the genetics and molecular control of deep rooting in rice is still relatively limited, for example what genes control the deep rooting in rice and how these genes regulate the deep rooting in rice.

Comparative transcriptomes among specific samples is useful for exploring genes controlling various phenotypes and elucidating genetic mechanisms for plant's adaptation to adverse environments (Gan et al., 2011; Roberts et al., 2011; Yu et al., 2012). The current knowledge of transcriptome of drought resistance in plant mostly related to the comparative studies of different species with diverse genetic background and different ability of drought resistance (Moumeni et al., 2011). In this study, we investigated not only two groups of rice varieties with contrasting roots architecture but also 37 pairs of deep roots and shallow roots from one variety with the common genetic background. Differentially expressed genes (DEGs) were analyzed, and their expression patterns were further confirmed by microarray and qRT-PCR. Through weighted gene co-expression network analysis (WGCNA), we got some hub genes from the co-expressed DEGs, and found that the energy metabolism may play quite important role in the development of deep roots. Furthermore, to compare the difference of ATP synthesis between deep and shallow roots, we measured their oxygen consumption rates and found their rates were significantly different. Nowadays, association mapping has become an important bridge connecting phenotype and genotype to identify important genes controlling traits. So, besides the analysis of DEGs, the association mapping of the quantitative trait transcripts (QTT) with the phenotype was conducted. In our study, 10 QTTs genes associated to deep rooting were identified, and some of them also functioned in energy metabolism.

This study would help us to identify genes and mechanisms involved in the development of roots architecture. More importantly, this study could provide candidate genes to promote molecular breeding and genetic engineering projects for enhancing drought resistance in rice.

## Materials and methods

### Plant materials and growing conditions

Through repeated phenotypic validation, 37 rice varieties were screened out from a set of more than 800 varieties (Lou et al., 2015). Fourteen of them are peculiar varieties with extremely deep rooting, fifteen peculiar varieties with extremely shallow rooting, and eight varieties with normally median root distribution (Figure 1, Table S1).

**Figure 1:**
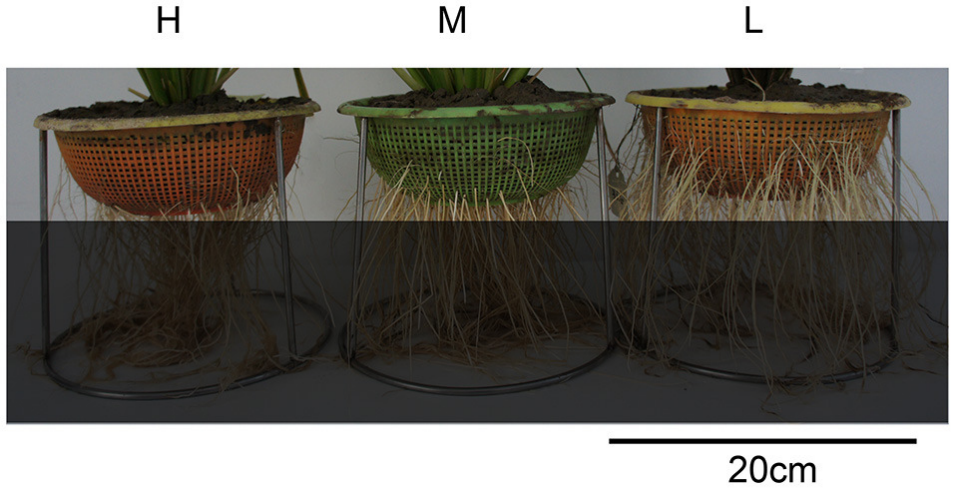
Photos of three types of varieties with different root distribution. H is the deep rooting variety, M is the median rooting variety, and L is the shallow rooting variety.

The experiment was conducted in the greenhouse at Shanghai Academy of Agricultural Sciences, Shanghai, China, in 2014 summer. In order to sample roots, the rice seedlings were cultured by hydroponic system using baskets placed in plastic boxes. The composition of nutrient solution was referred to the formula of International Rice Research Institute (IRRI), and the detailed parameters of the basket can be referred to our previous work (Lou et al., 2015). The roots emerging from the bottom and sides were regarded as deep roots (DR) and shallow roots (SR), respectively. For each variety, three baskets were used as replications and two seedlings were planted together in the center of each basket. After growing for 45 days, the tips about 1 cm long of roots were excised and immediately frozen in liquid nitrogen for RNA sampling. About 50 root tips from six plants of each variety were pooled as one sample. Thus, total mRNA of 74 samples (the deep roots sample and shallow roots sample were collected from each of the 37 varieties) was prepared for RNA-seq.

### RNA sequencing

Total RNA was extracted from root tips using Trizol reagent (Invitrogen, USA) and purified using Plant RNA Purification Reagent (Invitrogen, USA). The RNA quality was checked by Bioanalyzer 2100 (Aligent, USA), and the integrity number (RIN) of all these samples's RNA were >9.0.

According to the manufacturer's instructions (Illumina, USA), the sequencing libraries were prepared. Poly-A-containing mRNA was isolated from the total RNA by poly-T oligo-attached magnetic beads, and then fragmented by RNA fragmentation kit. The cDNA was synthesized using random primers through reverse transcription. After the ligation with adaptor, the cDNA were amplified by 15 cycles of PCR, and then 200-bp fragments were isolated using gel electrophoresis. At last, the products were sequenced by an Illumina HiSeq2500 instrument in Majorbio Co. Ltd. (China). The raw data had been submitted to NCBI Sequence Read Archive (SRA) with the Bioproject number PRJNA306542 from SRX1547421 to SRX1547494.

### RNA-seq data analysis

After sequencing, we totally got 3,412,297,344 reads and about 345G bases raw data. After removing Illumina adapter sequences, and trimming low-quality bases, about 306G bases clean data was used in our analysis. Then, we mapped the reads to the Nipponbare MSU7.0 genomic reference (http://rice.plantbiology.msu.edu/index.shtml, Release 7) by the software TopHat v2.0.13 (http://tophat.cbcb.umd.edu/). According to the annotation of MSU7.0, there are 55,963 genes on the rice genome. The screening of DEGs was based on their FPKM (Reads per kilobase of exon model per million mapped reads) values (Mortazavi et al., 2008). The FPKM-value was calculated by the software of cufflinks from the website http://cole-trapnell-lab.github.io/cufflinks/ (Trapnell et al., 2012). The clustering of samples were carried out using the script of clust (method = “average”) in R package. We compared the transcriptomic data in two levels: deep rooting varieties and shallow rooting varieties; and the deep roots and shallow roots from one variety. The comparative analysis of deep rooting varieties vs. shallow rooting varieties was carried out by Wilcox-test using R statistical software (https://www.r-project.org/). The paired comparative analysis of deep roots vs. shallow roots from one variety was conducted by the Cuffdiff software (http://cufflinks.cbcb.umd.edu/). A false discovery rate (FDR) of 0.05 was used for identifying significant DEGs. To inspect the functions of DEGs, the gene KEGG pathway enrichment analysis of the DEGs was performed by the software of KOBAS (http://kobas.cbi.pku.edu.cn/expression.php) and Fisher-test (Benjamini and Hochberg, 1995; Xie et al., 2011). Additionally, the software of Visual Genomics (http://www.vgenomics.cn/) was also used to data analysis and charting.

### qRT-PCR and microarray confirmation

Some DEGs were selected for quantitative confirmation by quantitative real-time PCR (qRT-PCR) analysis with a BIO–RAD CFX96 Thermal Cycler (Bio-Rad, USA) (Livak and Schmittgen, 2001). After reversely transcription by PrimeScript RT reagent Kit (Takara, JP), we obtained the cDNA of the total mRNA. Then, the quantitative PCR reaction used SYBR Premix Ex Taq (Takara, JP). For each gene, the qPCR reactions were performed in biological triplicates.

Twelve 4^*^44K Agilent Rice Oligo Microarray (Agilent Technologies, Inc.) for six rice varieties were performed (Table S2). 

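RNA from the deep and the shallow root tips of 6 rice varieties was hybridised to 12 single-colour arrays, with 1 array for each root type of each variety. The deep rooting varieties were H11 (IAC1), H32 (Haoguo) and H41 (IRAT109), and the shallow rooting varieties were L1 (Nanxiongzaoyou), L16 (Gui630) and L44 (IR64). The plants of the paper's root sampling were grown for 45 days, and the tips measured about 1 cm in the paper's methods and about 2 cm in the sample labels. The 12 arrays lay on 3 slides of 4 arrays, with H11 and L44 on slide 1, H32 and H41 on slide 2, and L1 and L16 on slide 3. On every slide the deep root arrays lay at places 2 and 4 and the shallow root arrays at places 1 and 3, so that root type and place on the slide cannot be told apart.

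The deposited scanner files hold the signal intensity of each spot after Agilent Feature Extraction 10.7 had subtracted the background and removed spatial trends. Each array had 43254 spots for 42429 rice probes besides its control spots. The 75th percentile of the signal was 2004 to 2969 (median 2874) on the 3 deep root arrays of the deep rooting varieties and 2599 to 2924 (median 2655) on their shallow root arrays. In the shallow rooting varieties it was 2870 to 3332 (median 2902) on the deep root arrays and 2946 to 3432 (median 3184) on the shallow root arrays. The lowest of the 12 values, 2004, was that of the deep roots of H41. Between 71.5% and 78.9% of the probes were well above background on an array, and none was saturated.

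For the values given here, the log2 signal of each spot was set against the 75th percentile of its array. Spots that Feature Extraction had marked as irregular were left out, the spots of a probe were averaged, and the 33937 probes well above background on at least 3 arrays were kept. Each gene was represented by its brightest kept probe, which gave 22934 genes, of which 14609 had a description on the array. Coordinates are those of the probes on the rice genome build IRGSP5 that the scanner files name. No variety had a second array of the same root type, so the varieties served as replicates and the p-values measure the spread between varieties. The choice of probe, the filter on dim probes, the background correction and the scaling between arrays could change the numbers.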

The samples were planted on June–July in the same place under the same growing condition as that operated in the experiment of RNA-Seq. The microarray experiments were conducted according to Agilent's manuals in SBC (Shanghai Biotechnology Corporation, China).

### QTTs analysis

The association mapping based on the four-omics datasets was called QTX mapping, including quantitative trait SNPs (QTS), QTT, quantitative trait proteins (QTP), and quantitative trait metabolites (QTM) (Zhou et al., 2013). In this study, QTT association mapping was conducted to detect QTT differences on phenotype. The prediction of random effects (q, qq) was obtained using QTXNetwork software based on GPU parallel computation (http://ibi.zju.edu.cn/software/QTXNetwork/). We calculated the QTTs using the transcriptome of deep roots and shallow roots, respectively. After normalized (${\text{log}}_{2}^{\text{X}+1}$), a total of 40,122 mRNA transcripts were used for QTTs mapping. The QTTs of three quantitative traits including SR, DR, and RDR were mapped.

### WGCNA

WGCNA is a system biology method for describing the correlation patterns among genes across a group of special samples. WGCNA can be used for finding modules of highly correlated genes and hub genes with important effect. All the DEGs between shallow roots and deep roots from one variety by paired comparison with *P* < 0.05 were applied to WGCNA. The correlation of co-expressed genes in six different groups was analyzed: including the shallow roots sample (S); the deep roots sample (D); the group of deep rooting rice varieties (H); the group of shallow rooting rice varieties (L); and the group of median rooting rice varieties (M). In this study, the co-expressed genes involved in top 300 most correlated interactions were selected for further analysis (Aoki et al., 2007; Usadel et al., 2009).

### Estimation of ATP synthesis

Oxygen electrodes (Oxytherm, Hansatech) were set up and operated according to the manufacturer's instructions. The reaction solution is 2 ml K_2_HPO_4_ (20 mmolL^−1^) solution at PH = 6.0 and full saturated by air before use. The reaction temperature was set at 25°C, and the speed of magnetic stirrer was set at 100. The reference sequence variety of Nipponbare was used in this experiment, and its fresh deep roots and shallow roots were sampled after 50 days cultivation in green house (25°C, dark 10 h; 35°C, light 14 h). Six pairs of samples of deep roots (D) and shallow roots (S) were replicated, and six intact root tips with 2 cm length were excised for each sample. Then the roots were soaked into reaction solution by injector to remove the surface oxygen and cut into 1 mm long pieces. Put the samples into electrode cuvette, about 5 min later, the oxygen depletion curves were generated to estimate the rates of oxygen consumption. The rate of oxygen consumption could be converted into rates of ATP production, because it was assumed that, in normoxic condition, the ATP:O_2_ ratio was five, based on rates of phosphorylation completed in mitochondria (Chance and Williams, 1956; Gibbs and Greenway, 2003).

## Results

### Gene alignment and sample clustering

After RNA-sequencing, we totally got 295 billion pieces of clean reads, about 43 M reads for each sample (Table S3). On the average, about 92.60% of the reads could be mapped to the reference genomic sequence. And the Q20-values (the base-calling error probabilities = 99%) of the 74 samples are from 91.15 to 94.54%. After filtering, the expression profiles of 40,117 rice genes were used in further analysis.

Before clustering, the FPKM-values of the 40,117 genes were normalized by logarithm (${\text{log}}_{2}^{\left(\text{FPKM}+1\right)}$). Then, using these genes' expressing data (FPKM-values), the 74 samples were clustered into two groups (Figure 2). All the deep rooting samples were clustered into one group (Cluster 1), while all the shallow rooting samples were clustered into another group (Cluster 2). Six median rooting varieties (M6, M5, M2, M3, M4, and M7) were located into Cluster 1 and only two median rooting varieties (M8, M9) were clustered into Cluster 2. The separate clustering of shallow and deep rooting varieties exhibited large difference at gene expression level between rice varieties with different root architectures.

**Figure 2:**
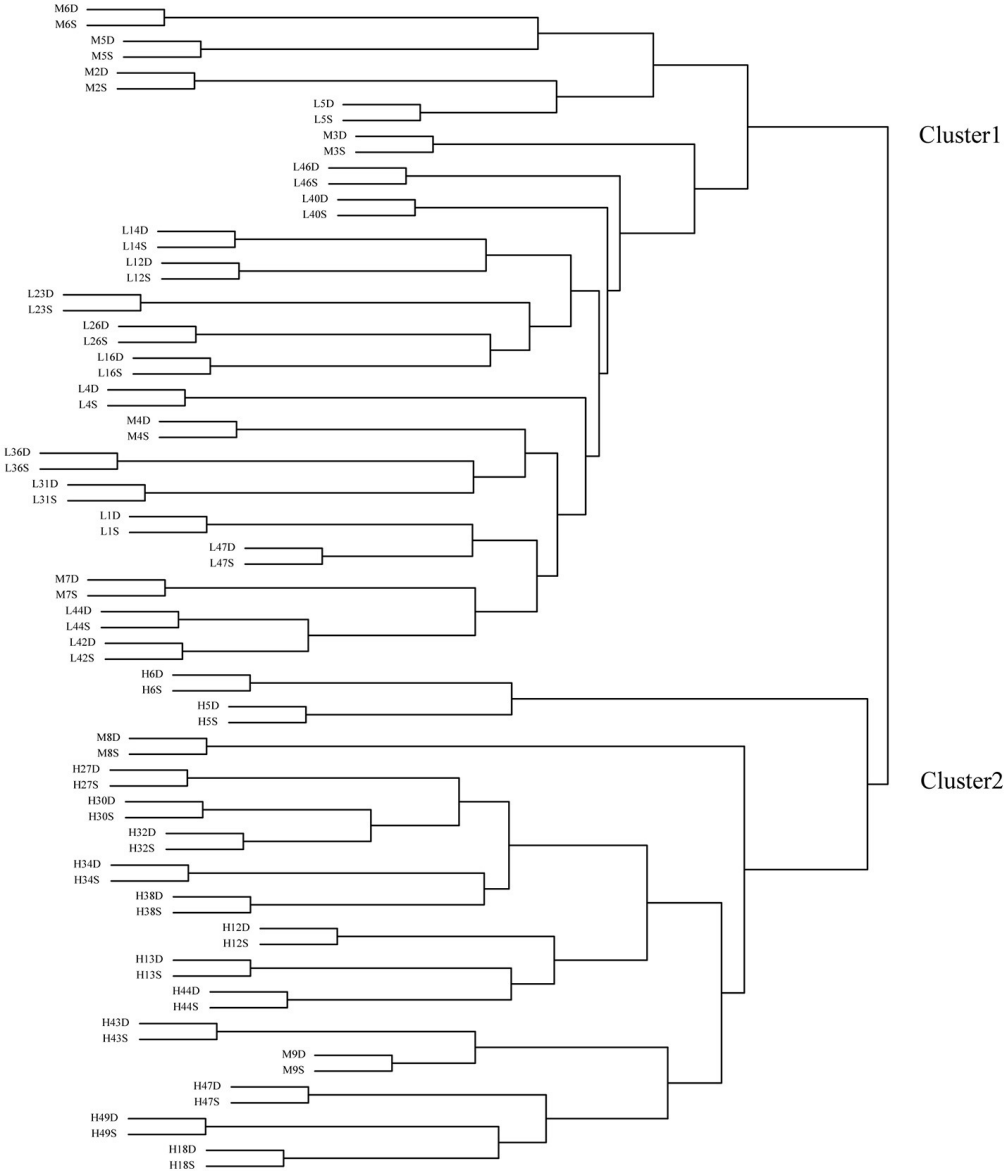
Clustering of the 74 samples by transcriptome data. H is the deep rooting rice varieties, L is the shallow rooting rice varieties, and M is the median rooting rice varieties. S indicates the shallow roots sample (the roots defined by an angle of 50° from the horizontal, centered on the stem of the rice plant), D indicates the deep roots sample (the roots defined by an angle of 40° from the vertical, centered on the stem of the rice plant).

Each pair of shallow roots and deep roots samples from the same variety was always stayed together in the clustering tree. This result was in full accordance with the clustering result by microarray (Figure S1). It indicated the genes' expression differences between roots with different spatial locations from the same variety were much smaller than the differences among roots from different varieties.

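In the tree of the 12 arrays, the deep and the shallow roots of each of the 6 varieties joined each other before either joined another variety. L1 joined at the smallest Euclidean distance, 76.5, followed by L44 at 81.4, H11 at 85.0, L16 at 96.0, H32 at 101.9 and H41 at 106.8. Among the varieties, H32 and H41 joined first, at 177, and H11 joined them at 193. L16 and L44 joined at 186, and L1 joined them at 206. The 3 deep rooting and the 3 shallow rooting varieties met last, at 252. The tree was built by average linkage on the 22934 genes. The deep and shallow roots of 5 of the 6 varieties joined first when the background was corrected by normexp instead.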

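Deep and shallow roots of the same variety lay closer together on the arrays than roots of different varieties. The distance between the root types of a variety was 76.5 to 106.8 (median 90.5 over 6 varieties), and the distance between arrays of different varieties was 165.9 to 274.2 (median 242, 60 pairs of arrays). The ratio of the 2 medians was 2.68 (exact permutation test over all ways to pair the 12 arrays, p = 0.000289, where 3 pairings gave a ratio as large). The number of genes that differed by more than 2-fold between the deep and the shallow root array was 1404 in H11, 2237 in H32, 2245 in H41, 1261 in L1, 2121 in L16 and 1205 in L44. Between the means of a deep and a shallow rooting variety it was 5260 to 7933 (median 6372, 9 pairs of varieties), against 3463 to 4723 between deep rooting varieties and 3842 to 5875 between shallow rooting varieties.

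No gene passed an adjusted p under 0.05 between deep and shallow roots over the 6 varieties in limma, with variety as a block, and 1388 of 22934 genes (6.05%) had an unadjusted p under 0.05. A paired t-test, which the paper names for Table 6, also gave 0 genes after adjustment, with 1219 at an unadjusted p under 0.05. Os03g0706500, described as rice teosinte branched 1, a transcription factor gene known for its part in tillering, had the smallest p. It was well above background on 5 deep root arrays and on 0 shallow root arrays, and higher in the deep roots in these 5 varieties, while in L1 both arrays were at background. On the background-subtracted signal the deep root mean was at least 3.45-fold the shallow root mean (unadjusted p = 1.2e-05 and adjusted p = 0.276 from limma), a size that was not kept with normexp, where the log2 difference was 0.45. Its probe lies on chromosome 3 from 29241352 to 29241411. Os01g0705700, described as the transcription factor ICE1, a regulator of the cold response, had a log2 difference of 1.03 (standard error 0.13, adjusted p = 0.515 from limma, higher in 6 of 6 varieties). The thaumatin-like protein Os03g0663400 had a log2 difference of 0.70 (standard error 0.10, adjusted p = 0.515 from limma, higher in 6 of 6 varieties). The predicted protein Os06g0574100 was well above background on 3 deep and 6 shallow root arrays and at least 3.72-fold lower in the deep roots on the background-subtracted signal (adjusted p = 0.515 from limma), with a log2 difference of -1.23 with normexp. No size is given for the alpha/beta hydrolase Os02g0705100 (adjusted p = 0.515 from limma), which was well above background on 2 deep and 3 shallow root arrays. Of all genes, 809 (3.53%) changed in the same direction in the 6 varieties, where chance gives 3.125%. From the pairing of the samples in the tree, the paper proposes that expression differed much less between roots of different location in a variety than between varieties.

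**Figure D1:**
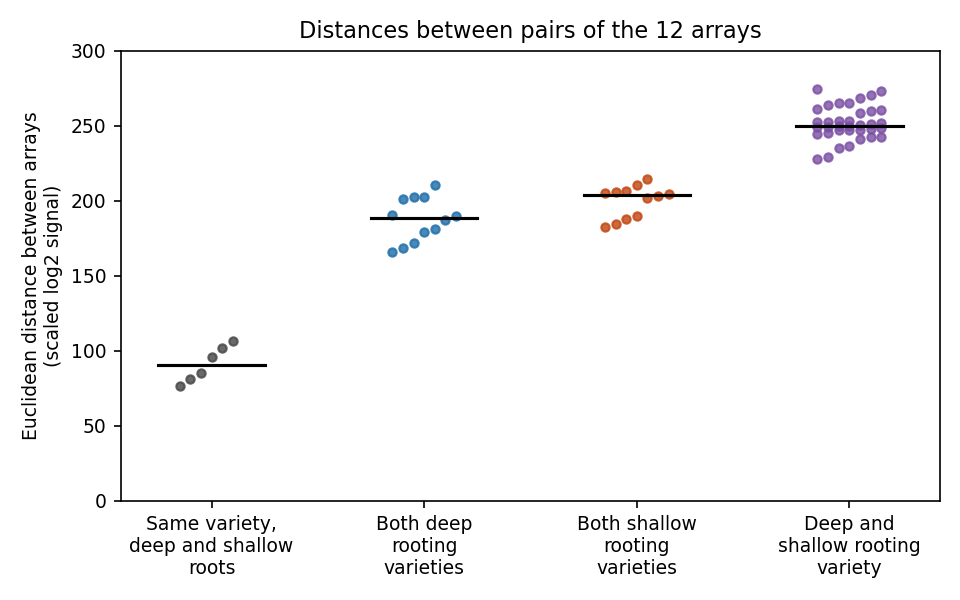
Euclidean distance between pairs of the 12 arrays, on log2 signal relative to the 75th percentile of the array over 22934 genes. Each point is a pair of arrays, grouped by whether the arrays share a variety or a rooting group, and the lines are medians. The pairs from the same variety lie at 76.5 to 106.8, below all pairs from different varieties.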

### DEGs between the deep and shallow rooting varieties

Using the statistic method of Wilcox-test, we compared the transcriptomes of the deep rooting varieties to shallow rooting varieties with the criterion at FDR < 0.05. A total of 13,742 DEGs were detected between above-mentioned Cluster 1 vs. Cluster 2, while 13,242 DEGs were found between the deep rooting varieties compared with shallow rooting varieties (H vs. L) (Figure 3A). And there were 11,945 common DEGs that occupied about 90% of the total DEGs of H vs. L, so the comprehensive comparison between H and L could represent the comparison in all varieties. Furthermore, the DEGs of H vs. L, H vs. M (deep rooting varieties compared with median rooting varieties), and L vs. M (shallow rooting varieties compared with median rooting varieties) were pair-wise compared (Figure 3B). The DEGs of H vs. L was more than the twice of L vs. M. There were 5,697 DEGs exclusively detected in H vs. L, while only 1,087 and 1,507 DEGs exclusively detected in H vs. M and L vs. M. The difference of gene expression pattern between deep rooting varieties and shallow rooting varieties was much greater than their difference with median rooting varieties.

**Figure 3:**
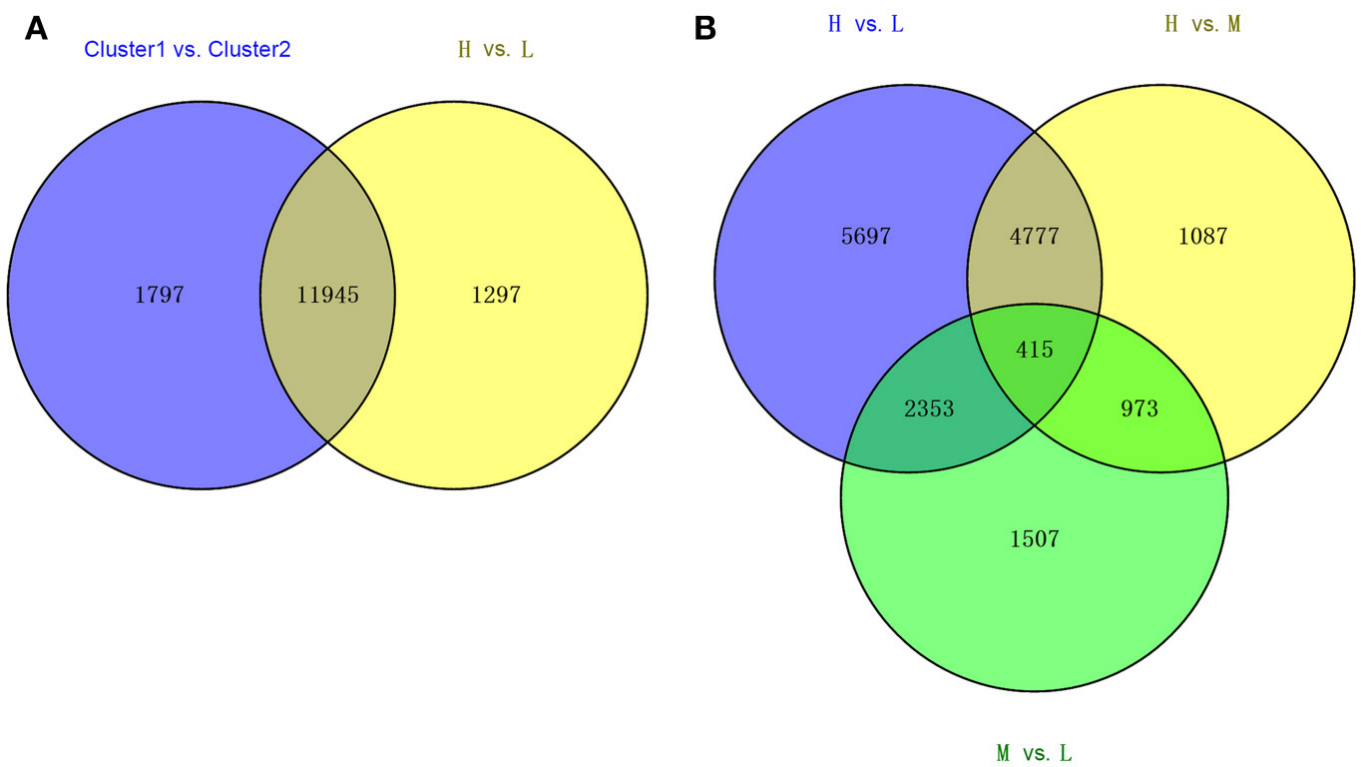
The Venn diagram of the different collections of DEGs. **(A)** The overlaps of DEGS from Cluster1 vs. Cluster2 and the DEGs from H vs. L. **(B)** The overlaps of DEGs from three groups' comparison: H vs. L, H vs. M, and M vs. L. Cluster1 and Cluster2 was classified by clustering analysis referred to the Figure 2. H is the deep rooting rice varieties, L is the shallow rooting rice varieties, and M is the median rooting rice varieties.

Furthermore, we screened the DEGs using some criterions (Table 1). Firstly, the fold changes (average FPKM-values of H/L) were applied to screen candidate genes, and obtained 4,185 DEGs with fold changes >2: containing 1,634 DEGs with H/L < 0.5 and 2,551 DEGs with H/L > 2. It indicated more than half of the DEGs expressed higher in deep rooting varieties than shallow rooting varieties. Secondly, when considered the reliability of the data, the DEGS with high expression (average FPKM-values > 0.5) were selected for further analysis. There were 1,789 DEGs with average FPKM-values > 0.5 at least in one group (H and L): containing 1,403 DEGs with average FPKM-values > 0.5 in one of H or L group and 386 DEGs with average FPKM-values > 0.5 both in H and L group. In the end, these 1,789 genes most likely associated to roots' distribution were selected for enrichment analysis.

**Table 1:** The list of differentially expressed genes (DEGs) between deep rooting and shallow rooting varieties under different criteria.

			**Number of DEGs**
FDR < 0.05			13,242
	Fold changes > 2		4,185
	H/L > 2		2,551
	H/L < 0.5		1,634
		Average FPKM > 0.5	1,789
		H or L > 0.5	1,403
		Both H and L >0.5	386

Based KEGG analysis (Kyoto Encyclopedia of Genes and Genomes, http://www.kegg.jp/), 10 pathways were significantly enriched using the 1,789 DEGs (Table 2). The first four all belong to the metabolism class involved in genetic information processing like DNA replication and mismatch repair. Another four pathways related to metabolism were significantly enriched too. Therefore, the difference in the genetic information processing and metabolism could distinct the deep rooting and shallow rooting varieties, and they contributed greatly to the differentiation of roots distribution in rice.

**Table 2:** KEGG pathway enrichment analysis of 1,789 genes differentially expressed between deep rooting and shallow rooting rice varieties.

**KEGG pathway**	**ID**	***P*-values**	**Classification**
DNA replication	ko03030	0.000657	Genetic information processing
Mismatch repair	ko03430	0.000669	Genetic information processing
Nucleotide excision repair	ko03420	0.002917	Genetic information processing
Homologous recombination	ko03440	0.0041	Genetic information processing
Metabolism of xenobiotics by cytochrome P450	ko00980	0.007219	Metabolism
Drug metabolism—cytochrome P450	ko00982	0.007219	Metabolism
Plant-pathogen interaction	ko04626	0.021512	Organismal systems
MAPK signaling pathway	ko04010	0.028472	Environmental information processing
Phenylpropanoid biosynthesis	ko00940	0.045928	Metabolism
Phenylalanine, tyrosine and tryptophan biosynthesis	ko00400	0.049828	Metabolism

*The DEGs used here meet three criteria: FDR < 0.05, fold changes > 2 and average FPKM > 0.5 as this table shows*.

### DEGs between the deep and shallow roots from the same variety

In three group of rice varieties with deep, shallow and median rooting, totally 1,052 DEGs were detected with FDR < 0.05 between deep and shallow root samples (D vs. S) (Table S4). This number was far smaller than the DEG number of H vs. L. Only 599, 488, and 299 DEGs of D vs. S were identified in deep, shallow and median rooting varieties groups, respectively. Most of the DEGs have the same expression pattern in different varieties in the same group. In the deep rooting and median rooting group, more than half of the DEGs were up regulated especially in the median rooting varieties, while that was just the opposite in the shallow rooting varieties. These DEGs were enriched significantly in 18 KEGG pathways with *P* < 0.05, and 17 of them belong to metabolism pathways especially the energy metabolism (Table S5).

To narrow the candidate genes, the DEGs could be repeatedly detected in different rice varieties were chosen for further analysis. Table 3 demonstrated the genes that could be repeatedly detected in more than three pairs of roots samples. More than half of the DEGs in Table 3 were down regulated in H and L group, suggesting the repeatedly detected DEGs expressed higher in deep roots than in shallow roots in H and L rice groups. But in the median group (M), it was completely opposite because all the DEGs were expressed higher in shallow roots than in deep roots except LOC_Os11g24140. Nine genes in Table 3 could be detected both in at least four deep and four shallow rooting varieties, and three genes can be detected both in more than three median and four shallow rooting varieties. The gene of LOC_Os02g37190 could be detected in all three groups. In Minghui 63 rice variety, LOC_Os02g37190 expressed higher in roots than all other tissues of plant (Wang et al., 2010). Four genes in Table 3 (LOC_Os02g48710, LOC_Os05g48890, LOC_Os04g56100, and LOC_Os09g00999) appeared only in a single group. All of them were detected only in the shallow rooting varieties group, so these genes might exclusively function in the shallow rooting varieties. Furthermore, it was interesting to find almost all the genes expressed the same trend in different varieties within a group, no matter the deep rooting varieties or the shallow rooting ones. For example, LOC_Os01g57958 gene was down regulated both in 10 H varieties and in five L varieties. It suggested these genes have no variety-specificity, and they belong to organ-specificity genes.

**Table 3:** The number of differentially expressed genes (shallow roots vs. deep roots) that could be repeatedly detected in more than three varieties.

**Gene ID**	**Ups^H^**	**Downs^H^**	**Ups^L^**	**Downs^L^**	**Ups^M^**	**Downs^M^**
LOC_Os01g07850			4	0	4	0
LOC_Os01g22670					3	0
LOC_Os01g57958	0	10	0	5		
LOC_Os01g57968	0	8	0	6		
LOC_Os01g71340	3	3	1	3		
LOC_Os02g37190	4	0	4	0	3	0
LOC_Os02g37250					3	0
LOC_Os02g48710			4	0		
LOC_Os03g05640			0	4		
LOC_Os03g31750			0	6		
LOC_Os04g16722	0	10	0	7		
LOC_Os04g56100			7	0		
LOC_Os05g15880	0	5	1	3		
LOC_Os05g48200			0	7		
LOC_Os05g48890			5	0		
LOC_Os06g31960			4	0		
LOC_Os07g25050					3	0
LOC_Os07g25060					3	0
LOC_Os09g00999			0	8		
LOC_Os09g01000	0	7	0	7		
LOC_Os09g24370					4	0
LOC_Os10g21346			0	5		
LOC_Os10g21372	0	7	0	7		
LOC_Os11g24140	3	5	0	6	1	3
LOC_Osm1g00500	0	6				
LOC_Osp1g00770	0	4				
LOC_Osp1g01040			0	4		

*Ups were the up regulated genes that expressed higher in shallow roots than in deep roots; Downs were just the opposite. Superscript H is the group of deep rooting rice varieties, superscript L is the group of shallow rooting rice varieties and superscript M is the group of median rooting rice varieties*.

### DEGs related to root development

According to the review of Jung and Mccouch (2013), totally about 1,380 candidate genes may control the architecture development of roots in rice. In this study, 1,052 DEGs were found between the shallow roots and the deep roots from the same variety as above analysis. And 75 of the DEGs were overlapped with the 1,380 genes that had been reported to be responsible for the roots architecture (Tables S6, S7). Through χ^2^-test, we could found these DEGs were significantly enriched in the collection of the genes controlling the architecture of roots in rice, and the *P*-value (asymptotic significance two-sided) of Pearson Chi-Square-test was little to 8.04E-22.

To further study the 75 overlapped genes that related to roots architecture, we quantified the expression of these genes in two rice varieties: H32 and L16 using microarray and qRT-PCR. Forty-nine genes of the 75 overlap genes were detectable by at least two methods. Table 4 indicated these 49 genes' expression ratio in shallow roots to deep roots (S/D) measured by RNA sequencing, qRT-PCR, and microarray. 

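OsMADS26 (Os08g0112700, a MADS-box transcription factor gene) had a shallow to deep root ratio (S/D) of 0.407 in H32 and 0.561 in L16 on the arrays, where the paper's reported array values are 0.43 and 0.56. The ratio was below 1 in 5 of the 6 varieties and was 1.04 in H11. Its log2 difference of deep against shallow roots over the 6 varieties was 0.45 (standard error 0.19, adjusted p = 0.820 from limma). The probe lies on chromosome 8 from 680621 to 680680. OsMADS17 (Os04g0580700), another MADS-box gene, was not well above background on any of the 6 arrays of the deep rooting varieties, so that no ratio is given for H32. The S/D ratio of OsMADS17 was 2.22 in L1, 2.79 in L44 and at least 2.65 in L16, where only the shallow root array was well above background. The paper's reported array values for OsMADS17 are 1.03 in H32 and 2.32 in L16. On the background-subtracted signal OsMADS17 was at least 4.49-fold lower in the deep rooting than in the shallow rooting varieties, which did not pass the test (adjusted p = 0.0566 from limma) but passed under 7 of 18 alternatives, whose adjusted p ran from 0.00431 to 0.730. The difference was smaller with normexp, -0.47 on the log2 scale, and at its next brightest probe, -1.93. The probe of OsMADS17 lies on chromosome 4 from 29813170 to 29813229. With normexp background correction its S/D ratio in L16 was 1.45. Each ratio within a variety rests on 1 array per root type and has no replicate. The arrays name genes by another locus system than Table 4, and 3 of its 49 genes were matched, each by a gene name that the paper and the array share.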

Almost all genes had the same expression trend among the three methods, and only a few genes' expressions measured by microarray were inconsistent. The correlation coefficients of these DEGs expression profiles obtained by different methods were all much larger than the significant threshold of 0.28 (Table S8). It suggested the reproducibility among these three methods of transcriptomic surveying was excellent, and the expression patterns of the DEGs were stable even using the samples cultured in different time. Between the deep rooting variety (H32) and the shallow rooting variety (L16), some genes had different expression trend, for example LOC_Os10g39130 expressed significantly higher in the shallow roots of H32 than that in L16. 

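LOC_Os10g39130 is OsMADS56 (Os10g0536100), a MADS-box transcription factor gene known as a regulator of flowering time. On the arrays its S/D ratio was 1.90 in H32 and 0.664 in L16, where the paper's reported array values are 1.46 and 0.73. The ratio was also above 1 in H11 (at least 3.20, with only the shallow root array well above background), H41 (1.75) and L1 (1.26), and it was 0.947 in L44. The log2 signal relative to the 75th percentile of the array was -4.10 in the shallow and -5.03 in the deep roots of H32, and 3.48 in the shallow and 4.07 in the deep roots of L16. H11 lay near H32 in level, at -4.18 in the shallow roots, whereas H41 lay at 3.09, near the shallow rooting varieties. The log2 difference of OsMADS56 in deep against shallow roots was -1.14 or lower in the deep rooting varieties, and 0.11 in the shallow rooting varieties (n = 3 varieties each). The fitted log2 difference between the 2 groups, with the deep root array of H11 at background, was -1.25 (standard error 0.34, adjusted p = 0.999 from limma). The probe lies on chromosome 10 from 21370594 to 21370653. With normexp background correction the S/D ratio in H32 was 4.17, and no setting allows a test between H32 and L16 alone, since each has 1 array per root type.

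**Figure D2:**
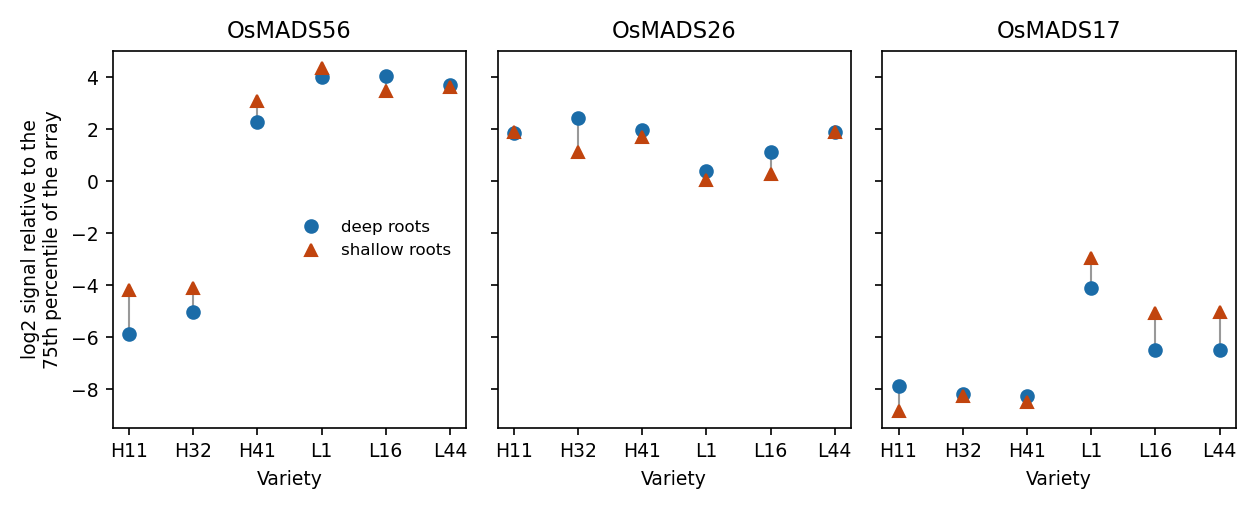
Log2 signal of OsMADS56, OsMADS26 and OsMADS17 relative to the 75th percentile of the array, in the deep roots (circles) and shallow roots (triangles) of the 6 varieties. Each symbol is 1 array, and OsMADS17 was not well above background on the arrays of H11, H32 and H41. OsMADS56 lies at -4.10 in the shallow roots of H32 and at 3.48 in those of L16.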

The average values of all the genes' expression ratios of s/d were near 1, because the expression directions of the 49 DEGs were different and neutralized by each others. In the results of RNA-Seq and qRT-PCR, the average ratios of s/d in L16 (1.26 vs. 1.03) were a little larger than that in H32 (1.01 vs. 0.90), suggesting these genes might express higher in shallow roots of shallow rooting variety than that in deep rooting variety.

**Table 4:** Verification of 49 candidate genes relating to rice roots architecture by real time PCR quantification and RNA microarray.

	**RNA-seq**		**qRT-PCR**		**Chip**	
	**H32s/d**	**L16s/d**	**H32s/d**	**L16s/d**	**H32s/d**	**L16s/d**
LOC_Os01g04800	1.14	0.79	1.37	0.76	1.53	1.40
LOC_Os01g10040	1.28	1.18	1.84	1.55	1.70	1.06
LOC_Os01g42380	1.06	0.54	1.09	0.64	1.18	0.31
LOC_Os01g50820	0.66	0.87			0.71	0.44
LOC_Os01g58240	0.84	0.59	0.65	0.42	0.94	0.97
LOC_Os01g58290	1.23	2.17	1.20	1.89	2.13	0.75
LOC_Os01g63980	0.36	0.24	0.44	0.18	0.52	0.44
LOC_Os01g72140	0.62	0.74	0.31	0.46	0.39	0.56
LOC_Os01g72550			1.16	1.05	1.02	1.13
LOC_Os02g02190	0.31	3.47	0.25	1.02	1.76	0.55
LOC_Os02g11760	1.20	0.87	1.14	0.83	1.64	0.62
LOC_Os02g17900	0.51	0.12	0.25	0.14	1.74	0.28
LOC_Os02g20360	0.74	0.68	0.76	0.54	0.90	0.79
LOC_Os02g32590	0.69	0.57	0.55	0.67	0.35	0.38
LOC_Os02g40710	0.70	0.46			0.88	0.44
LOC_Os02g49440	1.03	1.45			0.79	1.01
LOC_Os03g08754	0.99	2.04	0.63	1.59	0.87	0.95
LOC_Os03g09880	0.49	0.59	0.18	0.23	0.77	0.72
LOC_Os03g49260	1.20	0.92	1.23	0.79	1.61	1.33
LOC_Os03g50960	0.49	0.41			0.66	0.60
LOC_Os03g52860	1.08	2.16	1.73	2.04	2.07	3.59
LOC_Os03g60570	0.78	0.57			0.33	0.34
LOC_Os04g08350	2.23	1.06	1.24	1.46	1.00	1.49
LOC_Os04g33900	1.60	3.29			0.67	0.48
LOC_Os04g44060	0.62	0.87	0.42	0.94	0.83	1.14
LOC_Os04g46810	1.74	2.31	1.56	1.17	3.33	4.95
LOC_Os04g46820	1.92	2.58	1.87	1.04	3.41	4.83
LOC_Os04g49150	0.00	2.59	0.09	2.73	1.03	2.32
LOC_Os04g51460	0.88	0.96	0.75	0.73	2.33	0.52
LOC_Os05g02070	0.96	0.86	0.58	0.67	0.54	0.52
LOC_Os05g45410	0.84	0.68	0.51	0.67	0.71	0.76
LOC_Os05g48890	1.72	2.16	1.89	1.75	1.40	1.93
LOC_Os06g06350	0.95	0.95	0.68	0.51	0.71	1.33
LOC_Os06g36850	0.00	1.45	0.14	1.60	0.54	1.34
LOC_Os06g48200	0.96	1.97	0.84	1.69	0.79	1.05
LOC_Os07g39320	1.68	0.79			1.65	0.90
LOC_Os08g02070	0.78	0.84	0.66	0.48	0.43	0.56
LOC_Os08g24790	0.97	1.32			0.47	0.97
LOC_Os08g37210	1.11	0.52	0.93	0.90	1.93	1.02
LOC_Os08g37250	0.63	0.91	0.47	0.74	0.87	0.64
LOC_Os08g41720	1.24	0.68	1.67	0.87	1.93	0.25
LOC_Os08g44270	0.78	1.36	0.56	0.86	0.74	0.69
LOC_Os10g07510	1.64	0.84			1.67	1.02
LOC_Os10g38740	0.83	1.14			1.09	5.28
LOC_Os10g39130	3.40	0.84	1.82	0.48	1.46	0.73
LOC_Os10g40520	1.38	1.16			1.58	1.06
LOC_Os11g16970	0.85	1.15			0.89	1.81
LOC_Os11g18366	0.78	2.94	0.70	1.88	0.92	1.12
LOC_Os11g45280	1.58	2.95	1.27	1.57	2.35	1.96
Average	1.03	1.26	0.90	1.01	1.22	1.21

*s/d is the ratio of gene's expression in shallow roots contrast to deep roots*.

### Quantitative real-time PCR validation of candidate genes

To further verify and study the function of some putative genes, four DEGs were chosen for qRT-PCR-test. Two DEGs (LOC_Os01g47400 and LOC_Os01g08780) of H vs. L that were located on the known QTL intervals controlling RDR had been reported in our previous study (Lou et al., 2015) were carried out qRT-PCR-test in 14 rice varieties that were randomly chosen from all the rice varieties (Figures 4A,B). LOC_Os01g47400 is an Osman01-endo-beta-mannanase, belongs to glycosyl hydrolase superfamily. LOC_Os01g08780 contains the phosphatase family domain, behaving as an inositol polyphosphate 5-phosphatase I. LOC_Os01g47400 and LOC_Os01g08780 both expressed differently in H and L groups. Their mRNA levels were significantly higher in H group than in L group varieties. So the activity of these two enzymes in deep rooting varieties may be higher than that in shallow rooting varieties.

**Figure 4:**
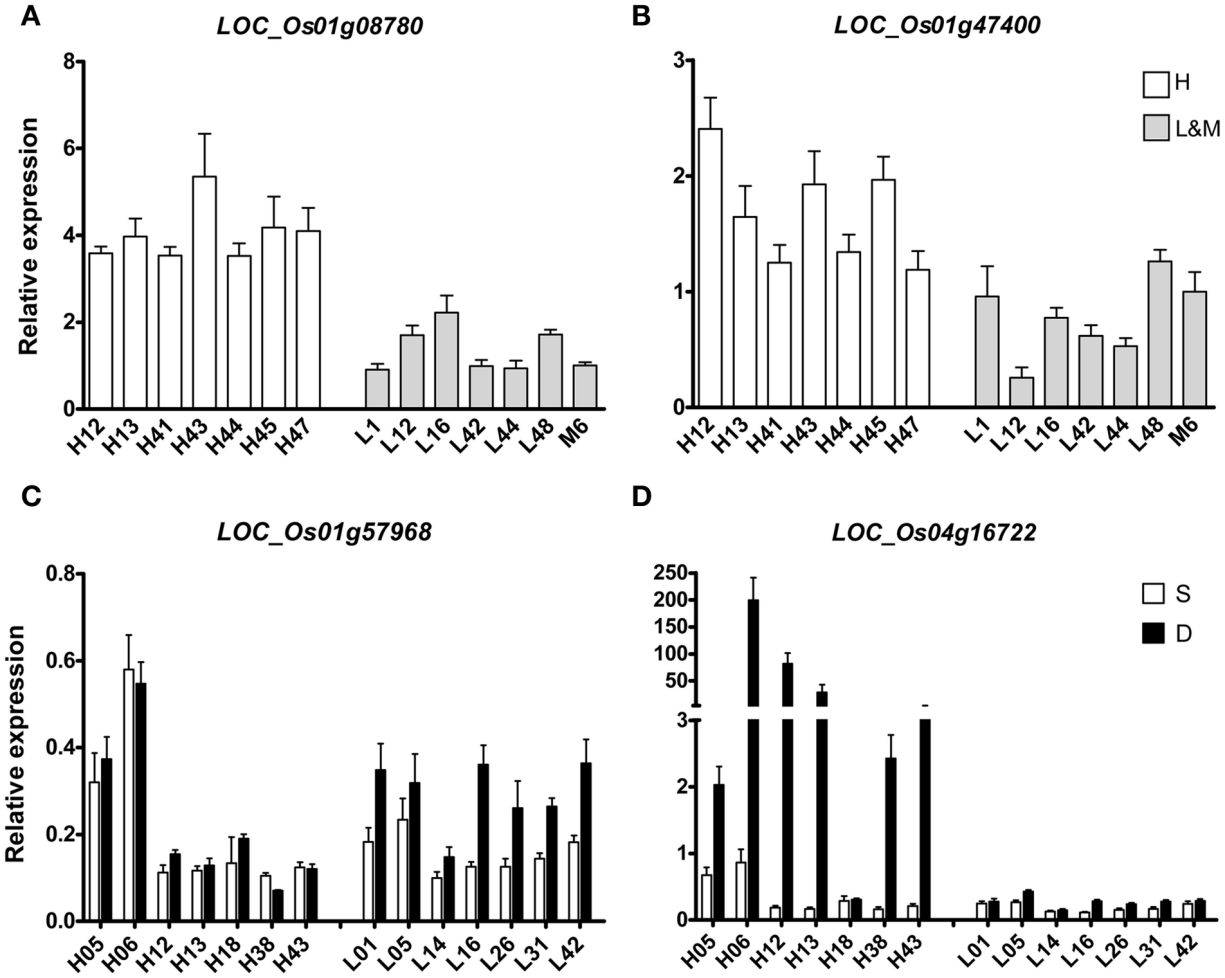
qRT-PCR of four candidate DEGs in the roots of 14 rice varieties. **(A,B)** indicated two DEGs that differentially expressed between deep rooting and shallow rooting varieties; **(C,D)** indicated two DEGs that differentially expressed between deep roots and shallow roots from one variety.

Two other DEGs (LOC_Os01g57968 and LOC_Os04g16722) of D vs. S from Table 3 were selected for qRT-PCR-test in 28 RNA samples including 14 deep roots samples and 14 shallow roots samples (Figures 4C,D). The results of qRT-PCR coincided with the results of transcriptomic sequencing. In some rice varieties, those two genes both expressed differently in shallow roots and deep roots. The relative mRNA level of LOC_Os01g57968 in the deep roots was higher than its expression in the shallow roots, and their expression differences were especially dramatical in the shallow rooting group (L). But, for the gene of LOC_Os04g16722 with ycf68 domain, its transcriptomic difference was more significant in the deep rooting varieties group (H) than in the shallow rooting varieties group (L). Those candidate genes were in the process of genetic function verification by transgenic test.

### QTT mapping

The QTT module in QTXNetwork was applied to screen significant transcripts and to predict their effects on phenotype. There were a total of 10 QTTs that were detected to control the vertical distribution of roots in rice (Table 5). Four of them were overlapped with the DEGs between deep rooting and shallow rooting varieties. Seven QTTs were identified in the deep roots, and three QTTs were found in the shallow roots. There was no overlap between the QTTs of deep roots and shallow roots. Most of the QTTs detected in this study were single gene locus, and only one of them had qq interactions. The qq interaction of LOC_OS01G15860 × LOC_OS05G49980 might affect the DR (the number of deep roots) of rice with the *h*^2^ of 42%.

**Table 5:** Estimated heritability of QTTs for three traits of Root.

**Transcriptome**	**Trait**	**Locus**	**Q/QQ**	***P*-value**	***h*^2^**
Deep roots	DR	LOC_Os01g15860 × LOC_Os05g49980	122.22	1.60E-14	0.42
		LOC_Os01g02280	141.04	2.19E-18	0.56
	SR	LOC_Os01g65150	235.13	9.52E-05	0.29
		LOC_Os10g28400	353.52	1.51E-05	0.65
	RDR	LOC_Os01g42430	12.10	2.76E-03	0.23
		LOC_Os03g44840	15.69	1.66E-03	0.39
		LOC_Os08gG06810	−10.19	5.85E-04	0.17
*Shallow roots*	*SR*	*LOC_Os01g42140*	*543.71*	*3.89E-08*	*0.95*
	*RDR*	*LOC_Os03g08230*	*−33.02*	*8.20E-10*	*0.61*
		*LOC_Os09g10860*	*24.19*	*1.26E-05*	*0.33*

*Q/QQ: Additive effect on the phenotype when the expression of the gene increasing two units. Two sets of transcriptome data were calculated in this study, the first half of the table showed the results of QTTs mapping using the deep roots transcriptomes, the second half of the table (italic effect) showed the results of QTTs mapping using the shallow roots transcriptomes*.

RDR was the RDR, so it was decided by the number of deep roots and shallow roots. Three genes (LOC_OS01g42430, LOC_OS03g44840, and LOC_OS08g06810) in deep roots and two genes (LOC_OS03g08230 and LOC_OS09g10860) in shallow roots were identified to influence the RDR. Four genes of the QTTs (LOC_Os01g42430, LOC_Os01g65150, LOC_Os05g49980, and LOC_Os10g28400) were also found to be differentially expressed between deep rooting and shallow rooting varieties (Table S9), and two of them (LOC_Os01g42430 and LOC_Os01g65150) were annotated to be related to energy metabolism: LOC_Os01g42430 contributes to energy production while LOC_Os01g65150 relates to energy consumption.

### Co-expressed genes network

WGCNA could find the network of associated genes with certain functions and identify new genes (Brown et al., 2005). We analyzed the co-expression network of DEGs in 6 different groups of samples. Totally 9820 DEGs of D vs. S with *P* < 0.05 were used in WGCNA. After analysis, the top 300 interactions of correlated DEGs were chosen for further analysis (Table S10). The average weights of the top 300 co-expressed interactions in these six groups ranged from 0.44 to 0.65. In shallow rooting materials, the correlations among the DEGs were much closer than any other groups.

Through WGCNA analysis, one big module having comprehensive interaction was found, and almost all the genes were clustered into this big module (Figure 5). Inside of the module, there were some hub genes having many co-expressed genes. Table 6 indicated the information of the hub genes with ≥7 significantly co-expressed genes. From this table, two obvious phenomena could be found: (1) half of the hub genes are from the mitochondria genome; (2) more than half of the hub genes relate to energy metabolism, especially relate to ATP biosynthesis. Furthermore, except LOC_Os12g34108, all the 17 hub genes in Table 6 expressed significantly higher in deep roots than in shallow roots. So we can infer that the deep roots have stronger energy metabolism compared with the shallow roots. Besides the genes related to energy metabolism, the other hub genes belong to two other types: five hub genes of them act on transcription and translation, and three hub genes are uncharacterized proteins.

**Figure 5:**
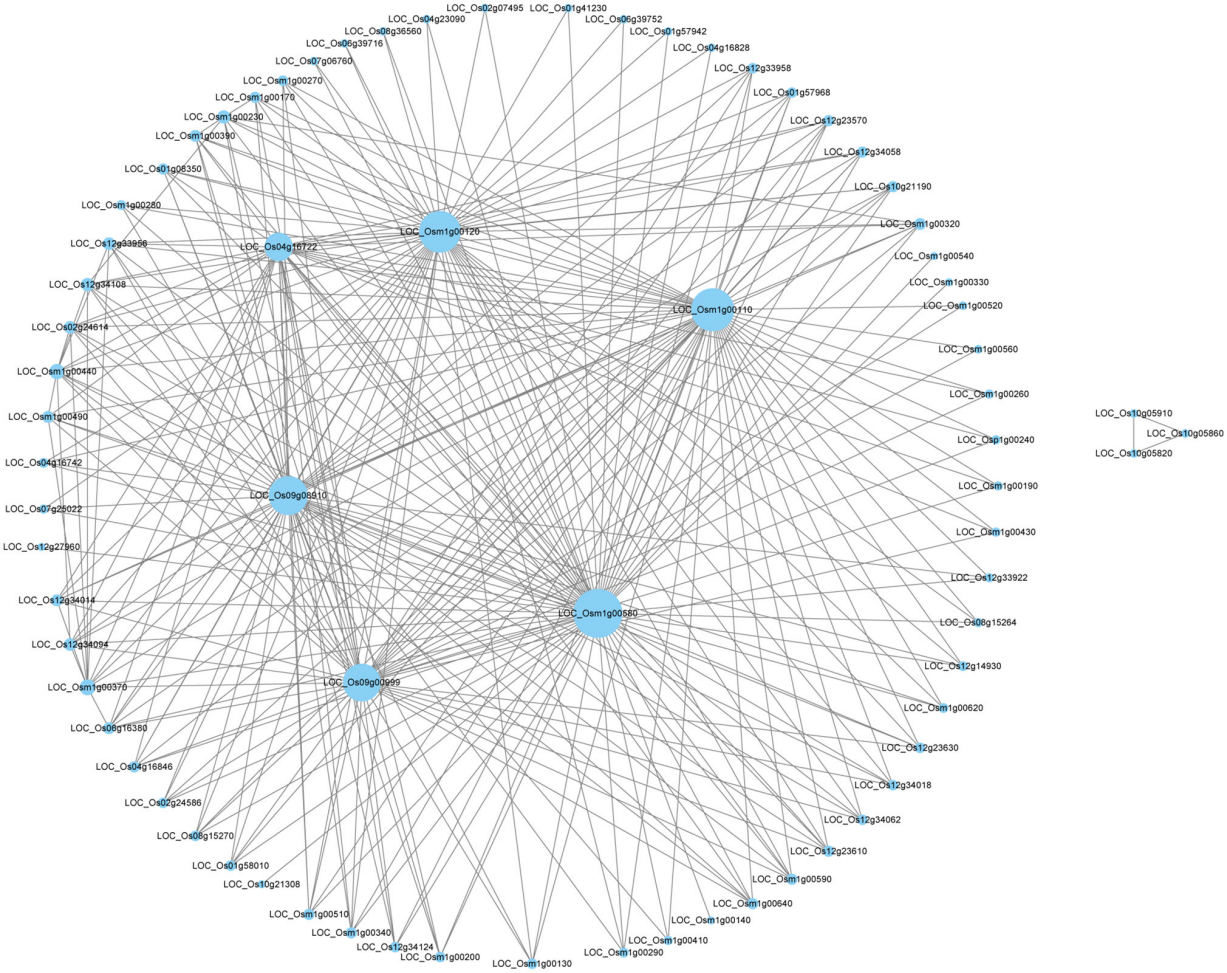
The network of the top 300 co-expressed genes pairs from WGCNA. The WGCNA (weighted gene co-expression network analysis) used all DEGS of deep roots vs. shallow roots with *P* < 0.05 in whole samples.

**Table 6:** The annotation of the hub genes with ≥7 co-expressed genes identified by WGCNA.

**Node**	**Num**	***P*-value**	**Fold change**	**Gene annotation**	**GO term**
**LOC_Osm1g00580**	63	5.80E-03	6.14	ATP synthase F0 subunit 1	**ATP biosynthetic process**
**LOC_Osm1g00110**	54	4.40E-03	10.73	Cytochrome c oxidase subunit 3	**Respiratory electron transport chain**
**LOC_Osm1g00120**	52	7.90E-03	9.79	Hypothetical protein	**ATP synthesis coupled proton transport**
LOC_Os09g08910	48	3.42E-03	4.63	ATP synthase subunit alpha	**Response to stress**
LOC_Os09g00999	46	2.76E-03	4.62	Putative uncharacterized protein P0459B01.16	Unannotated
LOC_Os04g16722	32	2.17E-03	4.85	Uncharacterized protein ycf68	Unannotated
**LOC_Osm1g00370**	13	2.48E-03	6.77	ATP synthase F0 subunit 6	**ATP synthesis coupled proton transport**
**LOC_Osm1g00440**	12	1.80E-03	6.37	Ribosomal protein L2	*Translation*
LOC_Os12g34108	9	8.80E-02	1.39	ATP synthase protein 9	**Transporter activity**
**LOC_Osm1g00230**	9	8.73E-03	7.19	NADH dehydrogenase subunit 7	**Oxidation-reduction process**
LOC_Os02g24614	8	1.48E-02	3.53	DNA-directed RNA polymerase subunit beta	*Transferase activity*
LOC_Os12g33956	8	1.28E-02	3.19	Maturase	*Transferase activity*
LOC_Os12g34094	8	8.04E-03	4.66	NADH-ubiquinone oxidoreductase chain 4	**Generation of precursor metabolites and energy**
LOC_Os06g16380	7	7.97E-03	8.51	Expressed protein	Unannotated
LOC_Os12g34014	7	7.52E-03	10.62	NADH-ubiquinone oxidoreductase chain 6	**Generation of precursor metabolites and energy**
**LOC_Osm1g00320**	7	2.60E-02	5.29	NADH dehydrogenase subunit 4	**Oxidation-reduction process**
**LOC_Osm1g00390**	7	2.74E-02	10.18	Ribosomal protein S13	*Translation*
**LOC_Osm1g00490**	7	1.04E-02	3.03	Maturase-related protein	*mRNA processing*

*The boldface in the “Node” column highlighted the genes located on the mitochondria genome. Num, is the number of co-expressed genes with the node gene in the first column; P-value, is the significance of the paired t-test of the gene expression between 37 pairs of deep roots and shallow roots in the same variety; Fold change, the average fold changes of the 37 pairs of gene expressions between the deep roots and shallow roots from the same variety. The boldface in the “GO Term” column highlighted the genes related to energy metabolism, and the italic highlighted the genes related to transcription and translation*.

### Estimation of ATP synthesis

To estimate the rates of ATP synthesis, we measured the rate of oxygen consumption in roots for there were fixed ratio between the oxygen consumption and ATP synthesis in respiration reaction (Greenway and Gibbs, 2003; Edwards et al., 2012).

The rates of O_2_ consumption between the deep roots and the shallow roots from the same plants were significantly different, and the deep roots used more oxygen than shallow roots in all six pairs of samples (Figure 6). The average rate of oxygen consumption of the deep roots was approximately 7.5 nmol(O_2_) cm^−1^ min^−1^, and the average rate of oxygen consumption of the shallow roots was about 5.1 nmol(O_2_) cm^−1^ min^−1^. The *P*-value of paired student test of the rates of oxygen consumption between deep and shallow roots is 0.001. So, we could conclude the rates of ATP production between deep roots and shallow roots were different, and the ATP production in the deep roots was faster than shallow roots.

**Figure 6:**
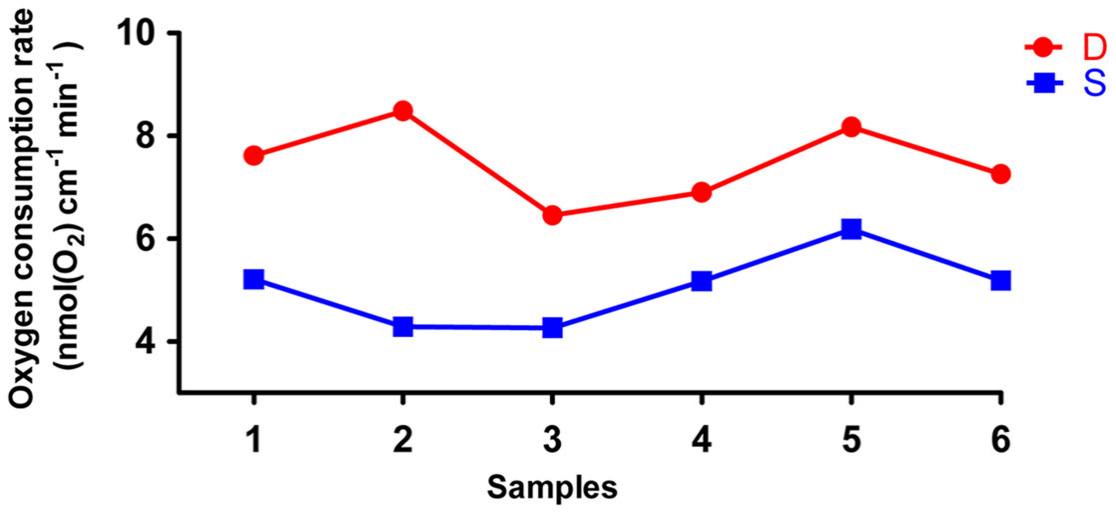
The oxygen consumption rates of six pairs of deep roots and shallow roots. D is deep roots and S is shallow roots. The 1–6 at X-axis is the six replicates of the samples.

## Discussion

Fresh water shortage is a global challenge for all countries. In China, agriculture used about 70% of the total water consumption of the country, 70% of which was used for rice production alone (Zhang, 2007). As the main water consumers, rice is more susceptible to drought stress than other crops. Enhancing crops' drought resistance through genetic improvement has proved to be practicable to obtain stable and adequate crop production in drought-prone areas (Wang et al., 2005; Gowda et al., 2011). The experiments of Uga et al. (2013a) suggested that increasing the RDR would contribute obviously to drought avoidance in rice. Some QTLs controlling RDR in rice have been reported (Uga et al., 2011, 2013b, 2015; Kitomi et al., 2015; Lou et al., 2015). Our research firstly profiled the transcriptions of root samples with diverse RDR and different spatial distribution underground. The DEGs of this study come from two levels of transcriptomic comparison: first comparison among the three groups of varieties with different roots distribution, second comparison between the paired roots samples (D vs. S) in the same variety. Compared with previous transcriptomic experiments, this experiment should be more accurate and meaningful, firstly because amounts of samples with different RDR were researched; secondly in the second comparison all the disturbances of background were removed. The paired samples had same genome, same growth environment and same development stage, so the positional difference was the only difference between them. Therefore, the DEGs identified here could provide breeders reliable candidate genes for plants' drought resistance improvement.

The transcriptome is the set of all messenger RNA molecules in a given organism at a given growth stage, and it is the most important part of genetic regulation in all living things. 

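On the arrays, the 3 varieties with the highest ratio of deep rooting (RDR) and the 3 with the lowest formed the 2 main branches of the tree. The RDR in Table S2 was 32.5% for H11, 52.0% for H32 and 54.0% for H41, and 15.9% for L16, 6.6% for L1 and 6.9% for L44. Arrays of different deep rooting varieties lay at a distance of 188 (median of 12 pairs), and arrays of different shallow rooting varieties at 203.7 (median of 12 pairs). Arrays of a deep and a shallow rooting variety lay farther apart, at 228 to 274 (median 250.1, 36 pairs), and their correlation over genes was 0.817 to 0.870, against 0.885 to 0.928 between deep rooting varieties. Only 10 splits of 6 varieties into 3 and 3 exist, so that an exact permutation test of the grouping cannot give a p below 0.1. In Table S2 the deep rooting varieties are japonica and the shallow rooting ones indica, so the branches may follow either, while Table S1 gives H32 as indica. Within the deep rooting branch H32 and H41, which shared slide 2 and had the highest RDR, joined before H11.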

The clustering result of the transcriptomic data was completely consistent with the phenotype of RDR (Figure 2, Table S1), which also could be found from the experiment of RNA microarrays assay (Table S2, Figure S1). It implied the difference of transcriptomes could represent the difference of varieties with diverse RDR phenotypes, so the transcriptomic analysis was suitable for deep rooting research. Furthermore, all the paired samples from the same variety were always clustered together in the minimum group, suggesting the differences derived from position-specificity were much less than the differences derived from genotype diversity.

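Between the deep and the shallow rooting varieties, 948 of 22934 genes differed at an adjusted p under 0.05 from limma, of which 692 were higher and 256 lower in the deep rooting varieties. Rooting group and subspecies coincide in Table S2, so expression that goes with rooting cannot be told apart here from sequence differences between the subspecies. For 96 of these genes a second probe lay apart from the first on the genome, and its difference was 0.673 of the first's (median), with 34.4% under 0.5. The first probe was the gene's brightest and the one on which it was called, so a smaller second difference need not come from sequence. A probe that was not well above background on an array has only a bound there, taken from the lowest signal well above background on that array or the signal of the probe itself where that was higher, so that the folds of the 20 genes named by the rule are lower limits on the background-subtracted signal. With normexp, which raises dim signals, the folds of these genes were all smaller than these limits, at 66.2 to 311 for the 10 higher and 6.22 to 201 for the 10 lower genes. Among the genes higher in the deep rooting varieties, Os08g0374000, of the Bet v I family of ligand-binding and defence proteins, was at 2.95 ± 0.44 (SD, n = 3 varieties) on the log2 scale relative to the 75th percentile of the array. It was at least 721-fold higher than in the shallow rooting varieties (adjusted p = 0.00124), and its probe (chromosome 8 from 17598778 to 17598837) was well above background on 6 of 6 and 2 of 6 arrays. Os10g0529800, a glutathione S-transferase of the Tau class (chromosome 10 from 21098924 to 21098983), was at least 812-fold higher (adjusted p = 0.00242) and the protein kinase gene Os05g0486100 at least 457-fold (adjusted p = 0.00307), both well above background on 6 of 6 and 2 of 6 arrays. Os01g0184800, with a thioredoxin fold, was at least 431-fold higher (adjusted p = 0.000173) and Os12g0204600, with an NB-ARC domain, at least 309-fold higher (adjusted p = 0.000149) in the deep rooting varieties. The other 5 genes named by the rule on this side were the predicted protein Os01g0565600 (at least 508-fold), the GRF zinc finger gene Os11g0256300 (at least 496-fold), Os01g0725000 (at least 286-fold), the C2H2-like zinc finger gene Os09g0560900 (at least 229-fold) and the ankyrin repeat gene Os11g0251400 (at least 218-fold).

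Among the genes lower in the deep rooting varieties, Os07g0599700, described as surface protein PspC (chromosome 7 from 25137579 to 25137638), was at least 1052-fold lower (adjusted p = 0.000149), and Os07g0448100, similar to the maize aquaporin ZmPIP2-6 (chromosome 7 from 16020474 to 16020533), at least 489-fold lower (adjusted p = 0.000526). Os12g0230100, described as the ATP-binding subunit of a Clp protease, was at least 106-fold lower. The UDP-glucosyltransferase Os09g0330000 was at least 166-fold lower (adjusted p = 0.00499) and was well above background on 2 of the 6 arrays of the deep rooting varieties. The remaining genes were the peptidase C19 gene Os09g0407900 and the ankyrin repeat gene Os11g0219400 (both at least 43.6-fold), the kinase gene Os07g0493200 (at least 42.7-fold), the NB-ARC gene Os09g0313500 (at least 40.3-fold), Os09g0311600, described as NBS-LRR (at least 33.4-fold), and the CCHC zinc finger gene Os02g0552700 (at least 30.9-fold). The probe of Os02g0552700 is annotated on another chromosome than its locus name gives, so the gene it measures is uncertain. With normexp Os09g0313500, Os09g0311600 and Os02g0552700 no longer passed the test, at log2 differences of -2.91, -2.75 and -2.64. With slide as a block the fitted difference is that between H11 and L44 alone, 1 variety on each side, so no test is given for it. It was 7.30 to 10.0 on the log2 scale for the named genes higher in the deep rooting varieties, against 8.91 to 10.2 without the block. For the named genes lower there it was -6.16 to -11.5, against -5.53 to -10.7. These genes had been chosen with H11 and L44 among the varieties.

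Of 27 gene lists tested with limma's camera, 2 shifted between the rooting groups. Neither call held with an estimated correlation (adjusted p = 0.942 with an estimated correlation for both). Histone genes were lower in the deep rooting varieties, with 30 of 36 below 0 (median log2 difference -0.44, -0.53 on slide 1, adjusted p = 0.00802), 1 of them lower over all genes tested and 1 adjusted over the list alone. This was Histone H2B.1 (Os01g0152900, log2 difference -2.61, adjusted p = 0.0348). Genes of DNA replication were lower in 24 of 32 (median -0.52, -0.64 on slide 1, adjusted p = 0.0189), none of them over all genes tested or adjusted over the list alone. With normexp the value of the DNA replication list was -0.13, against a median of 0.12 for all genes. That value has the size of the list's median and the sign of camera's direction, which is relative to the other genes. The rooting groups overlapped in the median level of both lists relative to the 6 varieties. For histones L1 lay at -0.15 and H41 at 0.05. For DNA replication L1 lay at -0.20, below H11 at -0.09 and H41 at -0.11, while L16 lay at 0.63 and L44 at 0.50. The DNA replication call was lost without H32, L16 or L44 and with only probes well above background on all 12 arrays, and the histone call without H11 or L16 and with the mean of all probes of a gene.

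Only slide 1 held both rooting groups, with H11 and L44. A fit with slide as a block thus gives the difference between these 2 varieties and no test between the groups. To measure that difference on genes chosen without these 2 varieties, H32 and H41 were compared with L1 and L16, which gave 571 genes in limma. Of these, 499 (87.4%) had the same direction between H11 and L44, against 59.0% over all genes. The median log2 difference of the 469 higher genes was 4.45 there against 5.01 in the 4 varieties, and that of the 102 lower genes was -2.86 against -4.13. With only probes well above background on all 12 arrays 245 genes passed. Leaving out H41 gave 607 genes. Normexp background correction gave 720 genes, 88.1% of them higher, against 73.0% of the 948. Over all genes, 5232 (22.8%) had no overlap between the 3 varieties of each group, where chance gives 10%.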

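Between deep and shallow roots 5 of 27 gene lists shifted in camera, 2 of them lower and 3 higher in the deep roots, and none of these calls held with an estimated correlation. Photosynthesis and light harvesting genes were lower in the deep roots in 34 of 35 (median log2 difference -0.58, adjusted p = 2.0e-15, but 0.784 with an estimated correlation), none of them over all genes tested and 5 adjusted over the list alone. The plastocyanin gene Os06g0101600, which encodes an electron carrier of the chloroplast, had a log2 difference of -1.48 (standard error 0.33), below 0 in 6 of 6 varieties. Os04g0414700, with a photosystem I PsaO domain, was well above background on 3 deep and 4 shallow root arrays and at least 2.65-fold lower in the deep roots, lower in the 4 varieties with an array above background, with the 2 others taken as 0. The median of the list was -1.07 in H11, -1.35 in L1, -1.75 in L16 and -0.31 in L44, against 0.07 in H32 and -0.01 in H41. On slides 1, 2 and 3 it was -0.73, 0.02 and -1.60. Genes of DNA replication were lower in 27 of 32 (median -0.12, adjusted p = 0.0333, but 0.957 with an estimated correlation, with -0.25, 0.03 and -0.17 on the 3 slides), none of them over all genes tested or adjusted over the list alone. Their median in H41 was 0.48, on the side opposite to that of the other 5 varieties, and the deep root array of H41 had the lowest signal.

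The 3 other lists were higher in the deep roots. WRKY transcription factor genes, known for their part in stress responses, were above 0 in 39 of 60 (median 0.10, adjusted p = 0.000152, but 0.957 with an estimated correlation, with 0.09, 0.08 and 0.20 on the slides), 3 of them higher adjusted over the list alone and none over all genes tested. In H41 the WRKY list went the other way, with a median of -0.12 and 40 of 60 genes lower in the deep roots. With normexp, which moved the median of all genes from -0.02 to -0.09, the WRKY list still passed in camera (adjusted p = 7.03e-05). Its value there was 0.0085. The list values given with normexp in this paragraph have the size of the median and the sign of camera's direction, which is relative to the other genes. The 3 genes were WRKY28 (Os06g0649000, log2 difference 1.07, standard error 0.19), Os11g0117500 (0.82, standard error 0.15) and WRKY64 (Os12g0116700, 0.70, standard error 0.14), each above 0 in 6 of 6 varieties. Genes of phenylpropanoid and lignin biosynthesis were above 0 in 39 of 52 (median 0.14, adjusted p = 0.00038, with normexp 0.06 and 3.26e-05, but 0.784 with an estimated correlation, with 0.03, 0.21 and 0.13 on the slides), none of them passing over all genes tested or adjusted over the list alone. This list went the other way in L44, with a median of -0.09 and 32 of 52 genes lower in the deep roots. The 4-coumarate-CoA ligase gene Os02g0177600 had a log2 difference of 0.52 (standard error 0.16, above 0 in 6 of 6 varieties) and the phenylalanine ammonia-lyase gene Os02g0627100, of the entry step of the pathway, one of 0.41 (standard error 0.14, above 0 in 5 of 6). Genes of suberin and the Casparian strip, the barriers of the root endodermis and exodermis, were above 0 in 13 of 15 (median 0.13, adjusted p = 0.0369, with normexp 0.08 and 0.0356, but 0.784 with an estimated correlation, with 0.10, 0.04 and 0.34 on the slides), none of them passing over all genes tested or adjusted over the list alone. The glycerol-3-phosphate acyltransferase gene Os05g0457800 of this list had a log2 difference of 0.35 (standard error 0.18, above 0 in 6 of 6).

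The DNA replication call was lost without H11, H32, L1 or L16 and with normexp, and the suberin call without H11, H41, L1 or L16 and under both other filters on dim probes, while without H41 or L44 10 and 9 lists passed.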

The transcriptomic differences among different varieties were diverse. H vs. L contained 13,242 DEGs > H vs. M contained 7,252 DEGs> M vs. L contained 5,248 DEGs (Figure 3B). Therefore, compared with shallow and median rooting varieties, the deep rooting varieties H had the largest transcriptomic specificity. Furthermore, there were 5,192 DEGs could be both found in H vs. L and H vs. M, that was much more than the DEGs (1,507) could be exclusively found in M vs. L. It suggested the similarity between M and L is the largest one among three pair-wise comparisons. As a result, we could speculate the similarity between shallow rooting and median rooting varieties was quite high. From the Figure 2, we could also find most of the median varieties cluster with shallow rooting varieties. In a word, the deep rooting varieties were a special group compared with other rice varieties, and they might have experienced strict selection and developed a set of particular patterns of phenotype, genotype and transcriptome.

The DEGs of deep rooting varieties and shallow rooting varieties were enriched mainly in the pathway of genetic information processing and metabolism (Table 2). It suggested the divergence of deep rooting and shallow rooting rice varieties may be caused by their difference in the genetic information processing and metabolism. However, the DEGs from the paired comparison of shallow roots vs. deep roots were significantly enriched in the metabolism pathways especially energy metabolism (Table S5). It implied the importance of the metabolism process to the deep rooting. Meanwhile, the DEGs of D vs. S also enriched in the genes' collection controlling roots architecture with *P*-value 8.04E-22 (Table S6). It indicated the reliability of the DEGs identified in this study. Furthermore, we found 52 DEGs between deep and shallow roots from the same variety located on the intervals of QTLs controlling RDR that had been identified by our previous work (Lou et al., 2015). We also compared the 1,052 DEGs with the QTLs for root traits contributing to drought resistance like deep root rate, root volume, root length, and root weight in rice (Qu et al., 2008; Courtois et al., 2009; Obara et al., 2010; Uga et al., 2011, 2013b, 2015; Liang et al., 2013; Sthanumoorthy and Tamba, 2013; Wang et al., 2013), and we found 790 DEGs were located on the intervals of the 305 known QTLs reported to be related to the roots architecture and drought resistance. Therefore, the DEGs found here were quite reasonable and can be used for theoretical study and practical utility by roots architecture modification.

WGCNA is a useful way to analyze transcriptomic data to find the network of associated genes with certain functions and even identify new genes. In this study, through WGCNA using all the DEGs of D vs. S, a big module consisted of the top 300 genes' co-expressing network was found (Figure 5). Some hub genes had close correlations with many other genes in this big module. Through annotation, we surprisingly found half of them belong to mitochondria genes and involve in the energy metabolism, like the synthesis of ATP (Table 6). And all the hub genes expressed higher in deep roots than in shallow roots. Meanwhile, through QTTs mapping, two genes involved in the energy metabolism (LOC_Os01g42430 and LOC_Os07g23380) were also identified to be associated with the RDR (Table 5, Table S9). Almost all these hub genes have significantly higher expression in deep roots than that in shallow roots from the same variety. Through KEGG analysis of all the DEGs between deep roots and shallow roots from the same variety, the DEGs were significantly enriched in five energy metabolism pathways (Table S5). Besides the evidence of molecular data, we also found physiological evidence that the deep roots could produce more ATP than shallow roots. Therefore, we can infer the development of the roots may closely relate to energy metabolism. Deeper roots need more energy than shallow roots, or more energy could make roots grow deeper. The amount of energy could decide the distribution of roots. The further studies of these energy metabolism-related candidate genes and the map-based cloning of more RDR-related QTLs would provide more information to elucidate the relationship between energy metabolism and deep root growth.

## Deposited data

The RNA-seq datasets generated in this study have been submitted to NCBI Sequence Read Archive (SRA) with the Bioproject number PRJNA306542 from SRX1547421 to SRX1547494.

## Author contributions

QL and LC performed the experiment, analyzed the data, and drafted the article. HM reviewed and edited the manuscript. KX, TL, and XP contributed to data acquisition. HW, FF, and CS participated in the data analysis and interpretation. LL and YZ conceived and designed the study.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Root Transcriptomic Analysis Revealing the Importance of Energy Metabolism to the Development of Deep Roots in Rice (Oryza sativa L.)
**Source:** Front Plant Sci. 2017 Jul 26;8:1314. doi: 10.3389/fpls.2017.01314
**Supplement:** Supplementary file 1

Figure S1 The relationship among the 12 samples. a. Clustering 12 samples using their microarray data; b. The PCA plot of these 12 samples using their microarray data. 

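In a principal component analysis with the arrays as variables, the 12 arrays had nearly equal weights on component 1, 0.27 to 0.31, and component 2 separated the rooting groups. Component 1 held 0.891 of the variance over the 22934 genes and component 2 held 0.0446. On component 2 the weights of H11, H32 and H41 were all above 0, from 0.25 in the shallow roots of H32 to 0.33 in the shallow roots of H11. The weights of L1, L16 and L44 were all below 0, from -0.21 in the shallow roots of L1 to -0.33 in the shallow roots of L16.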

H is the group of deep rooting rice varieties and L is the group of shallow rooting rice varieties. S are the samples of shallow roots, and D are the samples of deep roots marked by red.

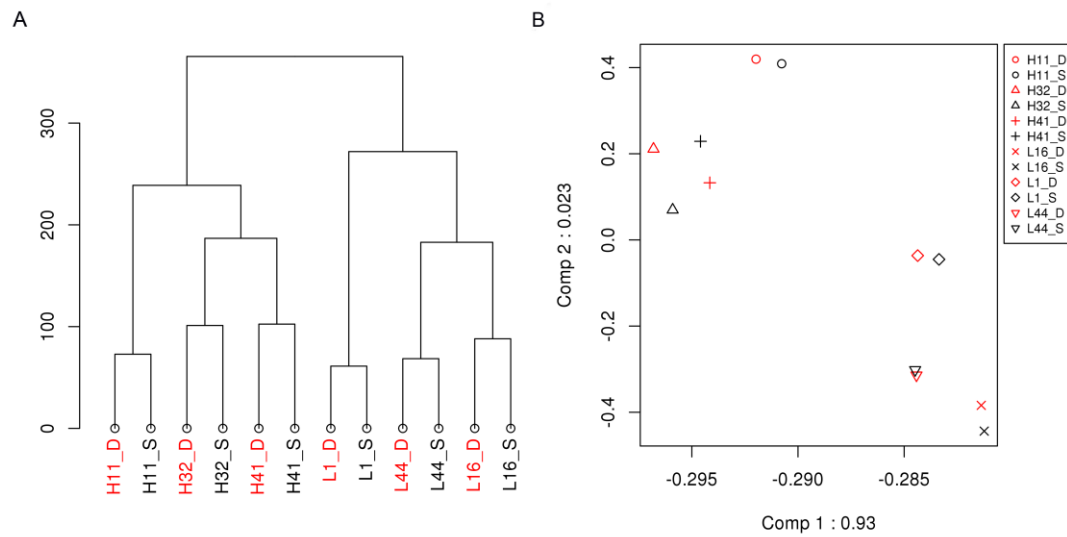

Table S1 The list of samples used for RNA-seq experiment.

No	Name	Subspecies	RDR
H30	Maogu	<i>Indica</i>	46.50%
H18	Hongxinnuogu	<i>Japonica</i>	46.90%
H38	Miyang93	<i>Japonica</i>	47.40%
H27	Hangu	<i>Indica</i>	49.80%
H44	BICOPRETO	<i>Japonica</i>	50.10%
H34	Hongmigeng	<i>Japonica</i>	50.30%
H32	Haoguo	<i>Indica</i>	52.00%
H12	CICA4	<i>Japonica</i>	52.00%
H5	Handao8	<i>Japonica</i>	53.00%
H49	Shanhangu	<i>Indica</i>	55.70%
H6	Feidongtangdao	<i>Japonica</i>	56.00%
H47	Mowangu	<i>Japonica</i>	58.20%
H43	IPEACO162	<i>Japonica</i>	59.80%
H13	Huhan7	<i>Indica</i>	59.90%
L47	Hanzhangu	<i>Indica</i>	5.20%
L1	Nanxiongzaoyou	<i>Indica</i>	6.60%
L44	IR64	<i>Indica</i>	6.90%
L36	Daliangdao	<i>Japonica</i>	12.10%
L12	Zhenxian232	<i>Indica</i>	13.10%
L31	H1K0265	<i>Indica</i>	14.40%
L5	Tainong67	<i>Japonica</i>	14.50%
L14	Menjiading2	<i>Indica</i>	14.70%
L23	Gang46B	<i>Indica</i>	15.10%
L26	Naqihangu	<i>Indica</i>	15.10%
L42	Haoannong	<i>Indica</i>	15.60%
L40	BLCO.BRANCO	<i>Indica</i>	15.90%
L16	Gui630	<i>Indica</i>	15.90%
L4	Jinxibai	<i>Indica</i>	16.30%
L46	CR203	<i>Indica</i>	16.80%
M2	Qingsizhan	<i>Indica</i>	19.00%
M3	Hanhui3	<i>Indica</i>	17.00%
M4	Huhan1B	<i>Indica</i>	30.00%
M5	Lvhan1	<i>Indica</i>	21.00%
M6	Zhenshan97B	<i>Indica</i>	20.00%
M7	Huhan15	<i>Indica</i>	25.00%
M8	Ninghui21	<i>Japonica</i>	22.00%
M9	Yunlu8	<i>Japonica</i>	24.00%

H is the group of deep rooting rice varieties, L is the group of shallow rooting rice varieties and M is the group of median rooting rice varieties. RDR is the ratio of deep roots

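Table S2 lists the 6 varieties of the array experiment with their subspecies and their ratio of deep rooting, which is the share of roots that emerge from the bottom of the basket. It gives japonica for the 3 deep rooting varieties and indica for the 3 shallow rooting varieties, so that rooting group and subspecies coincide in it. H32 is given as indica in Table S1. The ratio ranges from 6.6% in L1 to 54.0% in H41.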

Table S2 The list of samples used for microarray test.

**No**	**Name**	**Subspecies**	**RDR**
L1	Nanxiongzaoyou	<i>indica</i>	6.6%
L16	Gui630	<i>indica</i>	15.9%
L44	IR64	<i>indica</i>	6.9%
H11	IAC1	<i>japonica</i>	32.5%
H32	Haoguo	<i>japonica</i>	52.0%
H41	IRAT109	<i>japonica</i>	54.0%

Table S3 The transcriptomic data of the 74 samples.

	Raw<br>Reads	Clean<br>Reads	Mapped<br>reads	Mapping<br>rate	Q20	Q30
Means	4.61E+07	4.31E+07	3.99E+07	92.60%	93.30%	86.87%
Range	2.27E+07	2.16E+07	2.00E+07	7.12%	3.39%	4.90%
Min	3.37E+07	3.11E+07	2.84E+07	88.68%	91.15%	84.02%
Max	5.64E+07	5.27E+07	4.85E+07	95.80%	94.54%	88.92%
Sum	3.41E+09	3.19E+09	2.95E+09			

Table S4 The number of genes differentially expressed in deep and shallow roots sampled from the same variety (FDR<0.05).

Samples group	Number	Up ^a	Down ^b
		(S/D>1)	(S/D<1)
H (14pairs)	599	272	248
L (15pairs)	488	184	244
M (8pairs)	299	197	85

H is the group of deep rooting rice varieties, L is the group of shallow rooting rice varieties and M is the group of median rooting rice varieties. a: was the number of genes expressed higher in shallow roots than in deep roots (equal to $S/D > 1$); b: was the number of genes expressed lower in shallow roots than in deep roots (equal to $S/D < 1$). S and D were the genes' expression in shallow roots and deep roots, respectively.

Table S5 The KEGG pathway enrichment analysis of 1052 genes differentially expressed between deep and shallow roots from the same variety.

KEGG pathway	P-Value	typeII	typeI
Diterpenoid biosynthesis	7.90E-13	Metabolism of terpenoids and polyketides	Metabolism
Photosynthesis - antenna proteins	2.35E-08	**Energy metabolism**	Metabolism
Phenylpropanoid biosynthesis	1.48E-07	Biosynthesis of other secondary metabolites	Metabolism
Linoleic acid metabolism	0.000755	Lipid metabolism	Metabolism
Cysteine and methionine metabolism	0.001293	Amino acid metabolism	Metabolism
Nitrogen metabolism	0.002091	**Energy metabolism**	Metabolism
Ribosome	0.002241	Translation	Genetic Information Processing
Oxidative phosphorylation	0.004526	**Energy metabolism**	Metabolism
Isoquinoline alkaloid biosynthesis	0.013077	Biosynthesis of other secondary metabolites	Metabolism
Sulfur metabolism	0.016384	**Energy metabolism**	Metabolism
Tyrosine metabolism	0.017732	Amino acid metabolism	Metabolism
Metabolism of xenobiotics by cytochrome P450	0.019257	Xenobiotics biodegradation and metabolism	Metabolism
Drug metabolism - cytochrome P450	0.019257	Xenobiotics biodegradation and metabolism	Metabolism
Pentose and glucuronate interconversions	0.039805	Carbohydrate metabolism	Metabolism
Cyanoamino acid metabolism	0.039805	Metabolism of other amino acids	Metabolism
Arginine and proline metabolism	0.047126	Amino acid metabolism	Metabolism
Photosynthesis	0.047942	**Energy metabolism**	Metabolism
Thiamine metabolism	0.048249	Metabolism of cofactors and vitamins	Metabolism

TypeI was the primary class of KEGG pathway hierarchy, TypeII was the secondary class of KEGG pathway hierarchy. The pathways involved in energy metabolism were marked by boldface.

Table S6 The overlap of the DEGs and the known genes characterized to be related to root architecture.

	Related to root architecture	Not Related to root architecture	Total
DEGs	75	977	1052
Not DEGs	1305	53606	54911
Total	1380	54583	55963

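Table S7 names the genes by locus numbers of the MSU rice annotation, whereas the arrays name them by RAP loci. Only names given in both, those of OsMADS56, OsMADS26 and OsMADS17, link the 2 systems, and they match 3 of the 75 genes to probes. OsMADS56 and OsMADS26 had fitted log2 differences of deep against shallow roots of -0.51 and 0.45 over the 6 varieties, the first with the deep root array of H11 at background, with adjusted p values of 0.914 and 0.820 from limma. No such difference is given for OsMADS17, which was not well above background on the arrays of 3 varieties.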

Table S7 The list of 75 DEGs known to control the root architecture.

No	Chr	Start	End	Gene_id	Gene_anno
1	3	8963965	8966806	LOC_Os03g16260	protein kinase putative expressed
2	10	20607467	20608460	LOC_Os10g38660	glutathione S-transferase putative expressed
3	8	23502943	23505310	LOC_Os08g37210	patatin putative expressed
4	3	29110322	29111122	LOC_Os03g50960	LTPL118 - Protease inhibitor%2Fseed storage%2FLTP family protein precursor expressed
5	3	1862352	1864245	LOC_Os03g04070	no apical meristem protein putative expressed
6	4	20534071	20534774	LOC_Os04g33900	ctr copper transporter family protein putative expressed
7	1	29188850	29190965	LOC_Os01g50820	transporter major facilitator family putative expressed
8	2	11997094	12002633	LOC_Os02g20360	tyrosine aminotransferase putative expressed
9	11	21675027	21684774	LOC_Os11g36719	lipxygenase putative expressed
10	6	21708951	21714106	LOC_Os06g36850	cysteine synthase putative expressed
11	7	24055001	24055950	LOC_Os07g40080	ZOS7-09 - C2H2 zinc finger protein expressed
12	8	17558062	17560192	LOC_Os08g28710	receptor protein kinase CRINKLY4 precursor putative expressed
13	8	27875142	27876599	LOC_Os08g44270	vignain precursor putative expressed
14	10	20862952	20873797	LOC_Os10g39130	OsMADS56 - MADS-box family gene with MIKCC type-box expressed
15	10	20437920	20439182	LOC_Os10g38160	glutathione S-transferase putative expressed
16	11	18382019	18390451	LOC_Os11g31470	expressed protein
17	8	15008763	15009754	LOC_Os08g24790	AIR12 putative expressed
18	4	26099273	26101782	LOC_Os04g44060	aquaporin protein putative expressed
19	2	24683633	24685205	LOC_Os02g40710	ammonium transporter protein putative expressed
20	11	9410401	9411512	LOC_Os11g16970	carnitine racemase like protein putative expressed
21	2	627342	630655	LOC_Os02g02120	OsWAK11 - OsWAK receptor-like protein kinase expressed
22	2	6069031	6075807	LOC_Os02g11760	pleiotropic drug resistance protein putative expressed
23	1	33659782	33672538	LOC_Os01g58240	OsSub6 - Putative Subtilisin homologue expressed
24	2	655324	657245	LOC_Os02g02170	transporter major facilitator family putative expressed
25	2	30206964	30208306	LOC_Os02g49440	dof zinc finger domain containing

26	3	28049441	28053725	LOC_Os03g49260	protein putative expressed
27	6	29156425	29157883	LOC_Os06g48200	lipoygenase putative expressed
28	1	33691773	33696746	LOC_Os01g58290	glycosyl hydrolases family 16 putative expressed
29	2	19309594	19313057	LOC_Os02g32590	OsSub9 - Putative Subtilisin homologue expressed
30	1	5236623	5244520	LOC_Os01g10040	HSF-type DNA-binding domain containing protein expressed
31	7	17640723	17643252	LOC_Os07g29960	cytochrome P450 putative expressed
32	4	29308245	29314112	LOC_Os04g49150	cytochrome P450 putative expressed
33	11	28215210	28223264	LOC_Os11g46950	OsMADS17 - MADS-box family gene with MIKCC type-box expressed
34	3	4913122	4914145	LOC_Os03g09880	wall-associated receptor kinase-like 18 precursor putative expressed
35	5	26344414	26346889	LOC_Os05g45410	AIR12 putative expressed
36	10	20633312	20634954	LOC_Os10g38740	HSF-type DNA-binding domain containing protein expressed
37	1	2202264	2203860	LOC_Os01g04800	glutathione S-transferase putative expressed
38	8	23545530	23548154	LOC_Os08g37250	B3 DNA binding domain containing protein expressed
39	10	4075644	4081621	LOC_Os10g07556	patatin putative expressed
40	1	24075065	24082181	LOC_Os01g42380	wall-associated receptor kinase-like 22 precursor putative expressed
41	4	7250358	7251846	LOC_Os04g13140	pleiotropic drug resistance protein putative expressed
42	3	4519405	4525778	LOC_Os03g08754	vignain precursor putative expressed
43	5	783045	784097	LOC_Os05g02390	OsMADS47 - MADS-box family gene with MIKCC type-box expressed
44	2	10363979	10365536	LOC_Os02g17900	ZOS5-02 - C2H2 zinc finger protein expressed
45	4	1702003	1710519	LOC_Os04g03796	glycosyl hydrolases family 16 putative expressed
46	1	37146917	37149200	LOC_Os01g63980	OsSub37 - Putative Subtilisin homologue expressed
47	8	26332323	26335559	LOC_Os08g41720	ZOS1-17 - C2H2 zinc finger protein expressed
48	5	28047335	28048343	LOC_Os05g48890	auxin efflux carrier component putative expressed
49	11	10352224	10376611	LOC_Os11g18366	fasciclin domain containing protein expressed
50	2	29238064	29241762	LOC_Os02g47810	cycloartenol synthase putative expressed
					dof zinc finger domain containing

					protein putative expressed
51	9	17903164	17905338	LOC_Os09g29460	homeobox associated leucine zipper<br>putative expressed
52	8	679358	681739	LOC_Os08g02070	OsMADS26 - MADS-box family gene<br>with MIKCC type-box expressed
53	10	3991788	3993648	LOC_Os10g07510	DUF260 domain containing protein<br>putative expressed
54	10	21693776	21694502	LOC_Os10g40520	LTPL145 - Protease inhibitor%2Fseed<br>storage%2FLTP family protein<br>precursor expressed
55	3	34427699	34428613	LOC_Os03g60570	ZOS3-22 - C2H2 zinc finger protein<br>expressed
56	4	27743339	27743734	LOC_Os04g46820	LTPL121 - Protease inhibitor%2Fseed<br>storage%2FLTP family protein<br>precursor putative expressed
57	1	41844009	41845691	LOC_Os01g72140	glutathione S-transferase putative<br>expressed
58	4	4457400	4461845	LOC_Os04g08350	cysteine synthase<br>chloroplast%2Fchromoplast precursor<br>putative expressed
59	1	42080116	42080556	LOC_Os01g72550	OsCML19 - Calmodulin-related<br>calcium sensor protein expressed
60	3	30315455	30318972	LOC_Os03g52860	lipoxygenase putative expressed
61	2	667194	669053	LOC_Os02g02190	transporter major facilitator family<br>putative expressed
62	4	30482082	30483492	LOC_Os04g51460	glycosyl hydrolases family 16 putative<br>expressed
63	6	2949764	2957842	LOC_Os06g06350	AMP-binding enzyme putative<br>expressed
64	2	9764691	9770197	LOC_Os02g17080	OsSub16 - Putative Subtilisin<br>homologue expressed
65	5	605760	606871	LOC_Os05g02070	expressed protein
66	2	28487549	28498680	LOC_Os02g46680	multidrug resistance protein putative<br>expressed
67	4	27740050	27740811	LOC_Os04g46810	LTPL120 - Protease inhibitor%2Fseed<br>storage%2FLTP family protein<br>precursor expressed
68	10	21655392	21656252	LOC_Os10g40420	LTPL138 - Protease inhibitor%2Fseed<br>storage%2FLTP family protein<br>precursor expressed
69	11	28174981	28179995	LOC_Os11g46900	wall-associated receptor kinase 3<br>precursor putative expressed
70	11	27399319	27406608	LOC_Os11g45280	protein kinase family protein putative<br>expressed

71	2	9712538	9715959	LOC_Os02g17000	OsSub14 - Putative Subtilisin<br>homologue expressed
72	3	34424180	34425104	LOC_Os03g60560	ZOS3-21 - C2H2 zinc finger protein<br>expressed
73	1	43194020	43194896	LOC_Os01g74590	MYB family transcription factor<br>putative expressed
74	7	23559520	23560868	LOC_Os07g39320	homeobox domain containing protein<br>expressed
75	11	28119286	28122173	LOC_Os11g46860	wall-associated receptor kinase-like 4<br>precursor putative expressed

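Table S8 compares RNA sequencing, qRT-PCR and arrays by the correlation of the S/D ratios over genes within H32 and within L16. Such a correlation is taken across genes within a variety, and genes are not independent replicates. It was not computed here, because only 3 of the 49 genes were matched to a probe.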

Table S8 The correlation coefficient of the 49 DEGs' expression in the same variety among three RNA surveying methods.

		RNA-seq		qRT-PCR	
		H32s/d	L16s/d	H32s/d	L16s/d
qRT-PCR	H32s/d	0.80			
	L16s/d		0.75		
Microarray	H32s/d	0.46		0.63	
	L16s/d		0.40		0.43

Table S9 The annotation of the genes identified by QTT mapping.

Gene	Chr	Start	End	Strand	Annotation
LOC_Os01g02280	1	707340	714322	+	Leucine Rich Repeat family protein.
LOC_Os01g15860	1	8931593	8936683	+	pre-mRNA-processing factor 6.
LOC_Os01g42140	1	23886843	23888222	-	expressed protein.
**LOC_Os01g42430**	1	24126549	24129627	+	vacuolar ATP synthase.
**LOC_Os01g65150**	1	37814673	37816775	+	proton-dependent oligopeptide transport.
LOC_Os03g08230	3	4194283	4196467	-	sodium/calcium exchanger protein.
LOC_Os03g44840	3	25297660	25301880	-	choline transporter-related.
**LOC_Os05g49980**	5	28663259	28666983	+	OsFBL26 - F-box domain and LRR containing protein.
LOC_Os08g06810	8	3800784	3803051	+	expressed protein.
LOC_Os09g10860	9	5943545	5943847	-	expressed protein.
**LOC_Os10g28400**	10	14773749	14775841	-	MTN26L4 - MtN26 family protein .

The genes differentially expressed between deep rooting and shallow rooting varieties were highlighted by boldface.

Table S10. The summary of WGCNA in six different groups using all the DEGs expressed differentially between shallow roots and deep roots ($p < 0.05$).

Samples group	Number of used DEGs	Number of coexpressed DEGs	Average weight of the top 300 pairs of genes' correlation
Whole	9820	73	0.582
D	9820	77	0.576
S	9820	61	0.438
H	9820	49	0.504
L	9820	68	0.648
M	9820	58	0.618

All the 9820 DEGs between shallow roots and deep roots with $p < 0.05$ were used in WGCNA among six different samples groups. After analysis, the top 300 pairs of co-expressed genes interactions were chosen for further analysis. Whole is all the 74 samples; S is the shallow roots sample; D is the deep roots sample; H is the group of deep rooting rice varieties; L is the group of shallow rooting rice varieties; and M is the group of median rooting rice varieties.

How the deposited data were processed for this re-analysis (not part of the article)

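The data were 12 single-colour Agilent rice arrays, 1 for the deep and 1 for the shallow root tips of each of 6 varieties, 3 deep rooting (H11, H32, H41) and 3 shallow rooting (L1, L16, L44). The authors deposited a scanner file for each array and a table of processed values. The scanner files hold the intensity of each spot from Agilent Feature Extraction 10.7, the version that the submitters' processing notes and the file headers give. The signal intensity used here had been background-subtracted and corrected for spatial trends within the array by the authors' run of that program, and it had not been normalized between arrays. The authors' value table has 42535 rows and holds log2 values from 2.85 to 18.2, with the same median, 8.99, in all 12 columns. Set against the scanner signals of the same arrays, these deposited log2 values were quantile normalized between arrays. They were not centred by gene. The tool and the steps behind the value table are not given in the sources used here, and the paper's text names no normalization for the arrays.

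Each array had 45151 spots, of which 1897 control spots were left out. The log2 of the processed signal was taken minus the 75th percentile of all non-control spots of the array. Spots with an outlier mark were left out (16 to 108 on an array), and the remaining spots of a probe were averaged. Of 42429 probes, 33937 were kept because they were well above background on at least 3 of the 12 arrays, and 205 probes were left out for a marked spot. A gene was a RAP locus in the array's own annotation, with the brightest kept probe over the 12 arrays as its value, and 6909 genes had more than 1 kept probe. A probe lacking a locus stood for itself, and for 1353 probes the locus in the probe name differed from that of the annotation. Of the 3433 RefSeq accessions on the array, 0 were matched in the reference table given with the data, so names are those of the array design and can be old. Of the genes in the paper's Tables 4 and S7, 3 were matched by a shared gene name, and none of Tables 3, 6 and S9 and Fig. 4, since no table linked MSU to RAP loci. The build IRGSP5 is that of the file headers. Array signals carry no depth, and the number of arrays limits the precision. A signal that was not well above background on an array gives only a bound there, and the fold of a single gene is then stated as at least that size, on the background-subtracted signal, with a variety at background on both arrays taken as 0 between root types. Differences called fitted, the standard errors, the medians of lists and the test itself take the signals as measured.

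Tests were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment, threshold 0.05), with files read by data.table 1.17.8. Deep and shallow roots were compared over the 6 varieties with variety as a block, and within each rooting group and between the groups as an interaction in a fit of all 12 arrays. The pairing comes from the variety, since both root types were taken from the same plants, and the deviations of the 2 arrays of a variety from their group means correlated at 0.603 to 0.858. Rooting groups were compared on the means of the 2 arrays of each variety, 3 varieties against 3. Lists of genes were tested with limma's camera at a preset correlation of 0.01 and with fry, which tests a list without setting it against other genes. Of 33 lists, 27 had at least 5 members matched among the tested genes and were tested, and 6 were only counted. A list without members shows only that no gene was matched to it. Lists were made from the array's descriptions by name patterns, which also took 3 expansins into the repair list and an aldehyde dehydrogenase (Os02g0730000, ALDH2a) into the histone list. Arrays were clustered by average linkage on Euclidean distances, the method of linkage that the paper names for its RNA sequencing data, and the distances were tested by an exact permutation over all pairings of the 12 arrays.

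The comparisons, the lists, the alternatives and the rule for named genes were set before the data were examined. The rule took the 10 described genes with the largest change in each direction among those that passed the test and did not overlap between the groups, and where none passed, the 5 genes with the smallest p as values only. It also took the 4 members of a described list with the smallest p and each gene of the paper's tables that has a probe. Not all of these list members, nor all genes of the differences within a rooting group or of the interaction, are named in the text. The values in the paper's tables were seen before the files. The alternatives were normexp background correction (offset 50), quantile normalization, the authors' value table, the mean of all probes of a gene, each probe on its own, no filter on dim probes, probes well above background on all 12 arrays, a variance trend with robust fitting, a fold change over 2 besides the test, fits without the block, the arrays of a rooting group alone, deep or shallow root arrays alone, variety as a random block, slide as a block and as a random block, a paired t-test, which the paper names for Table 6, the Wilcoxon test of the methods, each variety left out in turn, and other distances and linkage. A principal component analysis on all rows of the value table was added after the data were seen, as was a comparison of H32 and H41 with L1 and L16 whose genes were then measured between H11 and L44 on slide 1. Tests were run on simulated data with 200 changed genes among the 22934. Between deep and shallow roots limma called 50.7% of the genes changed 2-fold and 88.1% of those changed 4-fold, and between rooting groups 1.49% and 23.9%. The Wilcoxon test called 0 of the simulated genes, which was fixed in advance. Its smallest possible p on 12 arrays was 0.00217, and 200 changed genes are too few for such a p to pass adjustment over 22934 genes. This result therefore does not measure the power of the Wilcoxon test on the real arrays. With a shift of 0.5 on the log2 scale put into each of the 27 lists, 26 were called. Genes were drawn independently there, so this does not show how camera acts on correlated genes. The medians of the DNA replication, WRKY, phenylpropanoid and suberin lists between root types, -0.12 to 0.14, were smaller in size than that shift. The RNA sequencing, the qRT-PCR and the oxygen measurements of the paper were not analysed here.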

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

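Among the tests of explanations given here, that of a trend with signal level on the dim deep root array of H41 was chosen only after the result was seen. A variety or array was singled out where its gap to the nearest of the other 5 was large against the range of all 6, and 8 of 41 groups of 6 values met this, where chance gives about 1 in 20, or 2.05. A difference between rooting groups was singled out where all 3 varieties of one group lay on one side of 0 and all 3 of the other group on the opposite side.

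H41 stood apart in 5 values. The median log2 difference of histone genes between deep and shallow roots was 0.77 in H41, against -0.42 to -0.02 in the other 5 varieties. The gene described as ICE1 (Os01g0705700) had a difference of 0.45 in H41, against 0.98 to 1.28 in the others. The spike-in probes, which measure RNA added in known amounts, differed by 0.59 between the deep and shallow root arrays of H41, against -0.06 to 0.12 in the others. These differences are relative to the 75th percentile of the rice probes, which in log2 was 10.97 on the deep and 11.37 on the shallow root array of H41. The low percentile of H41 thus makes up part of its spike-in difference, and these values are not independent. The 75th percentile of the signal of its deep root array was 2004, against 2870 to 3332 on the other deep root arrays, and 108 spots were marked there, against 18 to 45.

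The H41 values extend to other genes of dividing cells, with medians of 0.48 for DNA replication and 1.15 for mitotic cell division, while the mitotic list lay between -1.06 and 0.04 in the other varieties. They are not confined to such genes, as the cytosolic ribosomal proteins had a median of 0.68 in H41 with 16 of 224 below 0, the expansins and xyloglucan enzymes one of 0.37 and glycolysis one of 0.24. A trend with signal level on the dim deep root array of H41 is argued against, because genes of like signal level in H41, 200 for each member of the mitotic list, had a median difference of -0.0054. The excess of the list over them was 1.00 times its own median, and 0 of 1000 sets of as many such genes reached that median. Other faults of that array stay open, since the spike-in probes were displaced there and quantile normalization, which left the mitotic median at 1.11, also moved the other genes little. A different share of dividing cells in the sampled tips may account for part of the pattern, since it needs the mitotic list to move with the others, and that list had a median of 1.15 in H41. It was not tested whether it accounts for the ribosomal proteins too. Whether the pattern reflects the variety, the array or how the tips were sampled stays open with 1 array per root type.

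The median difference of the repair genes in H11 was -0.31, against -0.06 to 0.04 in the other varieties. For phosphate starvation genes the median in L16 was 0.40, against -0.20 to 0.02 in the others. Genes of lipid transfer proteins had a median of -0.20 in H32, against -0.03 to 0.06 in the others.

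The rooting groups lay on opposite sides of 0 for 4 lists. Diterpenoid biosynthesis genes had a mean of the variety medians of 0.33 in the deep rooting and -0.77 in the shallow rooting varieties, a difference of 1.11. For glutathione S-transferases the means were 0.26 and -0.13, a difference of 0.39. Cytochrome P450 genes gave 0.15 and -0.05, a difference of 0.20. Phosphate starvation genes gave -0.09 and 0.14, a difference of -0.23. For these 4 lists the difference was not tested. Apart from the diterpenoid list, the split rests on medians near 0. These were -0.0085 for glutathione S-transferases and -0.013 for cytochrome P450 genes in L16, and 0.0075 for phosphate starvation in L1. The diterpenoid and cytochrome P450 lists share 3 genes.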

How the results depend on the processing

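The principal component analysis on all rows of the authors' value table was chosen only after the result was seen, and gave 0.0237 for component 2. No gene passed between deep and shallow roots, within either rooting group or in the interaction under any alternative run for them, and leaving out each variety gave 0 to 0 genes. For these, the fits with no replicate block also gave 0. Between rooting groups the count was 245 with probes well above background on all 12 arrays, where fewer genes were tested, 1696 with variety as a random block, 266 with slide as a block, 1425 with slide as a random block and 3121 with the Wilcoxon test on 12 arrays, which takes the 2 arrays of a variety as independent. It was 607 to 955 when each variety was left out, and 720 to 1317 under the other settings. The lists shifted between root types were 9 with quantile normalization, 9 with the authors' value table, 8 with probes well above background on all 12 arrays, 0 with an estimated correlation and 4 to 10 when each variety was left out. The lists shifted between rooting groups were 7 with normexp, 1 with the mean of all probes, 1 with probes well above background on all 12 arrays, 0 with an estimated correlation and 0 to 6 when each variety was left out (0 without L16, 5 without L1, 6 without H41). Normexp moved the median of all genes between rooting groups from -0.03 to 0.12 and between root types from -0.02 to -0.09. The ratio of distances was 2.00 to 2.68 on Euclidean distances and 7.08 with 1 minus the correlation, with p = 0.000289 in each.

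Under normexp 3 fitted differences reversed, of genes that had not passed the test and were at background on several arrays, to -0.57 for Os05g0171200 between the root types of the deep rooting varieties and, in the interaction, to -0.34 for Os10g0395000 and -0.50 for Os11g0224300. OsMADS26 (Os08g0112700) was at -0.0149 between rooting groups with slide as a block, which is the difference between H11 and L44 alone. No S/D ratio of OsMADS17 in H32 is given under any setting, since neither array was well above background. Apart from reversals and lost or gained calls, 320 of 323 values of single genes between root types kept direction and side of the threshold. So did 394 of 415 between rooting groups and 66 of 91 list shifts, where direction is that in camera. Of the 415, 10 lost and 10 gained a call, and 25 of the 91 lost their call. As no gene passed between root types under any setting, only direction could change for the 323. Most genes behind the 415 were named for large passing changes on these same arrays. These counts are therefore no independent check. The 415 values include 23 with slide as a block, which rest on H11 against L44 alone. Where the setting itself does not show it, the cause was not tested. The correlations and mean ratios over the genes of Table 4 were not run, as 3 genes were matched, and slide 1 alone gives a difference but no test. Genes near background, with bounds in place of folds, limit the largest differences.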

Differences from the paper's values

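Of the tests compared here, the component analysis on all rows of the authors' value table was chosen only after the result was seen. The paper gives the share of variance of component 2 as about 0.023 in Figure S1, read by eye, and the value here over the tested genes was 0.0446. No alternative set before the data were examined covers this share. On all rows of the value table, an alternative chosen after seeing the values, component 2 held 0.0237 and component 1 held 0.937, which match the figure's labels. The paper calls no single genes from these components.

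The paper states that LOC_Os10g39130 (OsMADS56) was expressed higher in the shallow roots of H32 than in L16. In level, the shallow roots of H32 were lower than those of L16 on the arrays, at -4.10 against 3.48 on the log2 scale. In the ratio of shallow to deep roots, H32 was higher than L16, at 1.90 against 0.664, in the direction of the paper's reported array values of 1.46 and 0.73.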

Other observations

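Of the tests reported in this part, those of place on the slide and of root type for the photosynthesis genes, of slide for the rooting groups and of probes that do not overlap were chosen only after the result was seen. Genes of oxidative phosphorylation were below 0 between deep and shallow roots in 44 of 58 (median log2 difference -0.05, camera adjusted p = 0.0773), and those of glycolysis in 41 of 60 (median -0.04, adjusted p = 0.606). The median of all genes was -0.02. The list of mitochondrial genome genes was left without members, which does not show whether the arrays hold probes for such genes. These values thus do not cover the mitochondrial hub genes of the paper. The mitotic cell division list was below 0 in 11 of 11 (median -0.14, adjusted p = 0.378), the repair list in 21 of 29 (median -0.08, adjusted p = 0.222), and the expansins and xyloglucan enzymes in 30 of 42 (median -0.17, adjusted p = 0.0549). The histone list had 21 of 36 below 0 (adjusted p = 0.954). Genes of the secondary cell wall, a mark of the xylem, gave 3 of 5 below 0 (median -0.01 but mean 0.07, camera adjusted p = 0.715). The root hair list had 3 members matched among the tested genes, too few to test. Cytochrome P450 genes were above 0 in 98 of 163 (median 0.04, adjusted p = 0.0773), glutathione S-transferases in 27 of 45 (median 0.07, adjusted p = 0.0948), phosphate starvation genes in 11 of 14 (median 0.05, adjusted p = 0.344), diterpenoid biosynthesis genes in 6 of 12 (median -0.20, adjusted p = 0.715) and lipid transfer proteins in 17 of 40 (median -0.07, adjusted p = 0.954). In fry 0 lists passed in 1 direction between root types (smallest adjusted p = 0.627) or between rooting groups (smallest adjusted p = 0.746). Its test of change in either direction passed for 16 of 27 lists between rooting groups and for 0 between root types. Over all genes 16.2% had an unadjusted p under 0.05 in limma between rooting groups, and 6.05% between root types. As fry does not set a list against other genes, the 16 calls do not mark those lists out from the rest.

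Within the deep rooting varieties limma called 0 genes between root types, with 1114 at an unadjusted p under 0.05 and a smallest adjusted p of 0.165. Within the shallow rooting varieties it called 0, with 1292 at an unadjusted p under 0.05, and 0 in the interaction, with 923. A metallothionein gene (Os05g0202800) was at least 7.98-fold higher in the deep roots of the deep rooting varieties (adjusted p = 0.748 from limma). A gene of ethylene synthesis, 1-aminocyclopropane-1-carboxylate synthase 1 (Os03g0727600), had a log2 difference of 1.10 in the shallow rooting varieties (adjusted p = 0.633 from limma). Neither passed the test, and each is 1 of the 5 described genes with the smallest p in its rooting group. With normexp the log2 differences were 1.28 and 1.00. Between the rooting groups WRKY42 (Os02g0462800) was higher in the deep rooting varieties (4.29-fold, adjusted p = 0.0276 from limma), as was a dirigent protein gene (Os07g0643800, at least 6.04-fold, adjusted p = 0.0181), of a family that acts in lignan and lignin formation. The Wilcoxon test of the paper, run on 12 arrays, gave 3121 genes, of which 937 were among the 948 from limma, with 6415 at an unadjusted p under 0.05.

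For the count of 0 between root types, exchanging the root types within varieties also gave 0 genes, with a real value of 0 and a highest other of 0. A count of 0 is met by each of the 32 splits whatever the data, so the splits decide nothing about chance. Within each rooting group the 4 splits, and for the interaction the 10 splits, are too few for a share under 0.05, with a real value of 0 and a highest other of 0 in each. Place on the slide, which is tied to root type, cannot be told apart from it for this count. The spike-in probes were above 0 in 5 of 6 varieties, with 0.59 in H41, and the median over varieties of their absolute difference was 0.0671. This met the bound planned against place, but that bound was wrong by design, because a count of 0 leaves no shift for place to have made.

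The 948 genes between rooting groups form the first pattern weighed. With 10 splits of the varieties, 1 of which, the real one, gave as many genes, the splits are too few for a share under 0.05, and the real value was 948 and the highest other 6. Slide as the whole cause is argued against by the 571 genes that passed between H32 and H41 and L1 and L16, chosen without H11 and L44, since on slide 1 their differences between H11 and L44 had a median ratio of 0.928 (quartiles 0.310 and 1.12) to those of the 4 varieties. Slide as a part of the cause stays open. With slide as a block the fitted difference is that between H11 and L44 alone, 1 variety on each side, so calls under it are no test of the groups. Its median absolute size over the 948 genes was 3.33, against 3.17 without the block. The 948 were themselves chosen with H11 and L44 among the varieties. Sequence differences between indica varieties and probes designed on japonica could account for part of the genes. For this, second probes of the same gene were set against the first, and the median ratio was 0.982 over 193 genes. This met the bound planned against this explanation. That bound was wrong by design, because only 96 genes had a second probe apart from the first on the genome. For these the ratio was 0.673, with 34.4% under 0.5 and 85.4% in the same direction. The first probe was the gene's brightest and the one on which it was called, so a smaller second difference need not come from sequence. Sequence differences, gain or loss of genes between the subspecies and expression that goes with rooting cannot be told apart here, as rooting group and subspecies coincide in Table S2, while Table S1 gives the deep rooting variety H32 as indica.

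The lower photosynthesis genes in deep roots form another pattern. A single variety as its source is argued against, because the largest camera adjusted p without each variety in turn was 7.08e-10 at the preset correlation, although the list did not pass with an estimated correlation over the 6 varieties. The second highest variety median was -0.0139, which argues against place on the slide acting alike on every slide and, by the same value, against root type acting alike in every variety. Place and root type cannot be told apart where the shift is present. The varieties without the shift, H32 and H41, shared slide 2, so that variety and slide cannot be told apart for this contrast. The level of the list also varied, with L1 lying 3.26 above the mean of the 6 varieties. Root type acting in some varieties only stays open, as does place on some slides only.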
